# Development of a new macrophage-specific TRAP mouse (Mac^TRAP^) and definition of the renal macrophage translational signature

**DOI:** 10.1038/s41598-020-63514-6

**Published:** 2020-05-05

**Authors:** Andreas Hofmeister, Maximilian C. Thomaßen, Sabrina Markert, André Marquardt, Mathieu Preußner, Martin Rußwurm, Ralph T. Schermuly, Ulrich Steinhoff, Hermann-Josef Gröne, Joachim Hoyer, Benjamin D. Humphreys, Ivica Grgic

**Keywords:** Gene ontology, Translational research, Kidney

## Abstract

Tissue macrophages play an important role in organ homeostasis, immunity and the pathogenesis of various inflammation-driven diseases. One major challenge has been to selectively study resident macrophages in highly heterogeneous organs such as kidney. To address this problem, we adopted a *Translational Ribosome Affinity Purification* (TRAP)- approach and designed a transgene that expresses an eGFP-tagged ribosomal protein (L10a) under the control of the macrophage-specific c-fms promoter to generate c-fms-eGFP-L10a transgenic mice (Mac^TRAP^). Rigorous characterization found no gross abnormalities in Mac^TRAP^ mice and confirmed transgene expression across various organs. Immunohistological analyses of Mac^TRAP^ kidneys identified eGFP-L10a expressing cells in the tubulointerstitial compartment which stained positive for macrophage marker F4/80. Inflammatory challenge led to robust eGFP-L10a upregulation in kidney, confirming Mac^TRAP^ responsiveness *in vivo*. We successfully extracted macrophage-specific polysomal RNA from Mac^TRAP^ kidneys and conducted RNA sequencing followed by bioinformatical analyses, hereby establishing a comprehensive and unique *in vivo* gene expression and pathway signature of resident renal macrophages. In summary, we created, validated and applied a new, responsive macrophage-specific TRAP mouse line, defining the translational profile of renal macrophages and dendritic cells. This new tool may be of great value for the study of macrophage biology in different organs and various models of injury and disease.

## Introduction

Resident monocyte-derived cells are an integral part of the mammalian innate immune system and are found in all solid organs including the kidney^1,2^. In the classical mononuclear phagocyte system (MPS) model, these cells originate from myeloid progenitor cells in the bone marrow and infiltrate the developing embryonal tissues via the vasculature to differentiate into tissue resident macrophages and dendritic cells^3,4^. However, this linear model has been challenged in part by recent studies, which have suggested that many tissue resident macrophages may in fact develop during embryonic development and persist into adulthood independently of blood monocyte input in the steady state^5^. Macrophages and dendritic cells share common monocytic ontogeny and are regarded by many as developmental intermediates^6^.

Macrophages are present at an early time point of development and contribute to organogenesis, angiogenesis, wound repair, inflammation and fibrosis^7^. They are highly heterogeneous immune effector cells that can be divided into subpopulations based on their distinct functions and anatomical location. Interestingly, during homeostasis and upon infection or injury, kidney-resident macrophage populations are replenished by a combination of local proliferation and recruitment of bone-marrow-derived precursors^6^. The canonical function of macrophages is the removal of apoptotic cells and microbes by phagocytosis, whereas dendritic cells mainly function as antigen-presenting cells and activators of T cells^8^. The marker molecules used to identify these cells largely overlap. For instance, dendritic cells also express the classical macrophage marker F4/80 in most non-lymphoid tissues, including the kidney^8^. The precise origin of kidney macrophages is still debated. Recent studies suggest that embryonic macrophage progenitors initially migrate from the yolk sac into the developing kidney where they mature and proliferate^9^. Key regulators of macrophage differentiation, proliferation and survival are the colony stimulating factor (CSF-1) and its receptor CSF-1R (CD115)^10^, that play important roles in the development of the innate immune system, inflammation, tissue repair as well as cancer biology^11^. CSF-1R is encoded by the c-fms proto-oncogene and is expressed specifically and at high levels in monocytes and tissue macrophages^12,13^, myeloid dendritic cells^14^, osteoclasts^15^, microglia, and Paneth cells^16^.

Our knowledge of the biological properties and functions of resident renal macrophages is still incomplete. Whole organ transcriptomic approaches to study macrophage biology in solid tissues have critical limitations that arise from the cellular complexity of many organs including kidney. For instance, more than two dozen distinct cell types can be found in the kidney^17^ and transcriptional analyses from whole tissue will thus only reflect a composite gene expression pattern of all cells, rather than of a single cell population. Laser-capture microdissection (LCM) and fluorescence-activated cell sorting (FACS) have been applied in solid tissues to enrich cell types of interest, but both require considerable, time-consuming manipulation of the tissue, which can significantly alter the naive expression profile of cells^18,19^. This is particularly true for inflammatory cells such as macrophages, that quickly respond to stress signals.

Herein, we present the development and application of a new tool to study *in vivo* expression profiles of macrophages in the kidney and other organs based on the novel Translational Ribosome Affinity Purification (TRAP) strategy^20–22^.

## Results

### Generation of a transgenic macrophage-specific TRAP mouse (Mac^TRAP^)

First, we engineered a construct containing the well characterized macrophage-specific c-fms promoter/enhancer element, a driver of Csf1r, followed by an eGFP-tagged ribosomal protein L10a (Fig. 1A, Sup. Fig. S1). For validation, we transfected RAW 246.7 macrophages with the c-fms-eGFP-L10a transgene *in vitro*, which demonstrated a distinct nucleolar and perinuclear fluorescence pattern consistent with known cellular sites of ribosomal assembly and localization (Fig. 1B). Next, we generated transgenic c-fms-eGFP-L10a mice (Mac^TRAP^) by using pronuclear injection of the linearized c-fms-eGFP-L10a transgene into F1-hybrid mouse embryos. Litters were of normal size and the transgene inherited in a Mendelian fashion. No developmental or behavioral abnormalities were observed. Next, we quantified eGFP-L10a and endogenous Csf1r expression levels across various organs via qPCR (Fig. 1C,D), demonstrating an excellent correlation with a calculated Spearman correlation coefficient (*r*) of 0.93 (Fig. 1E). Correlations with other classic macrophage-specific markers such as Adgre1 (F4/80) and CD68 were also robust (eGFP-L10a/F4/80: *r* = 0.93; eGFP-L10a/CD68: *r* = 0.86) (Fig. 1F,G). Moreover, the eGFP-L10a fusion protein was detectable by Western Blot in macrophage-rich organs such as spleen (Fig. 1H). Flow cytometry of leukocytes isolated from peripheral blood of healthy Mac^TRAP^ mice detected GFP-fluorescence specifically in CD115^+^ monocytes, but not in mature Ly6g^+^ neutrophils or lymphocytes (Sup. Fig. S2). Macroscopically, organs of Mac^TRAP^ mice revealed no gross anatomical abnormalities. Kidneys were of normal size and kidney-to-body weight ratios comparable to wild-type animals (Fig. 2A,B). No significant albuminuria was detected (Fig. 2C). Histologically, kidney architecture of Mac^TRAP^ mice appeared normal with unremarkable glomeruli and tubules (Fig. 2D).

**Figure 1:**
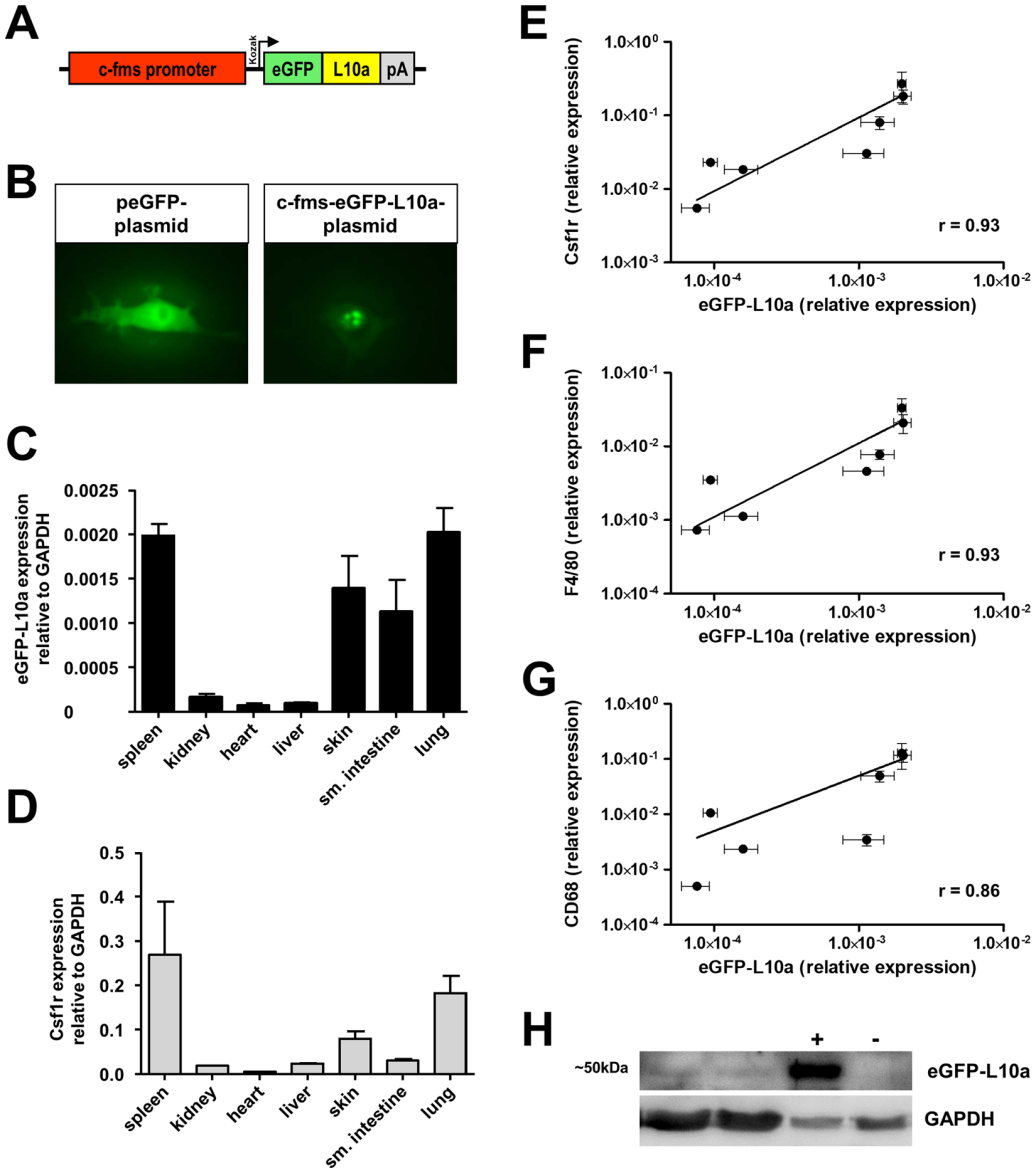
Design and validation of c-fms-eGFP-L10a construct and transgenic Mac^TRAP^ mice. (**A**) Transgene construction. A cassette encoding eGFP fused to the ribosomal protein L10a was inserted downstream of the c-fms promoter/enhancer element. **(B)** *In vitro* validation of the construct by fluorescence microscopy. RAW 264.7 cells were transfected with peGFP (control) or the c-fms-eGFP-L10a plasmid; latter reveal a nucleolar fluorescence signal which is in accordance with the site of ribosome assembly. By contrast, control cells show a homogenous fluorescence pattern throughout the cell body. **(C**,**D)** RT-qPCR of eGFP-L10a and endogenous Csf1r expression in various organs of Mac^TRAP^ mice. Mean ± SEM; n = 5. **(E–G)** Correlation between expression levels of the transgene c-fms-eGFP-L10a and endogenous Csf1r (r = 0.93, p < 0.01), F4/80 (r = 0.93, p < 0.01) and CD68 (r = 0.86, p < 0.05), respectively, across different organs of Mac^TRAP^ mice; data represent mean expression values ± SEM; n = 5. **(H)** Western Blot of spleen lysates from Mac^TRAP^ mice. Anti-GFP antibody detects a band at ~50 kDa, consistent with the expected size of the eGFP-L10a fusion protein. GAPDH served as loading control. Kidney lysates of Podo^TRAP^ mice^21^ and WT mice served as positive control and negative control, respectively (full-length blot is shown in Sup. Fig. S10).

**Figure 2:**
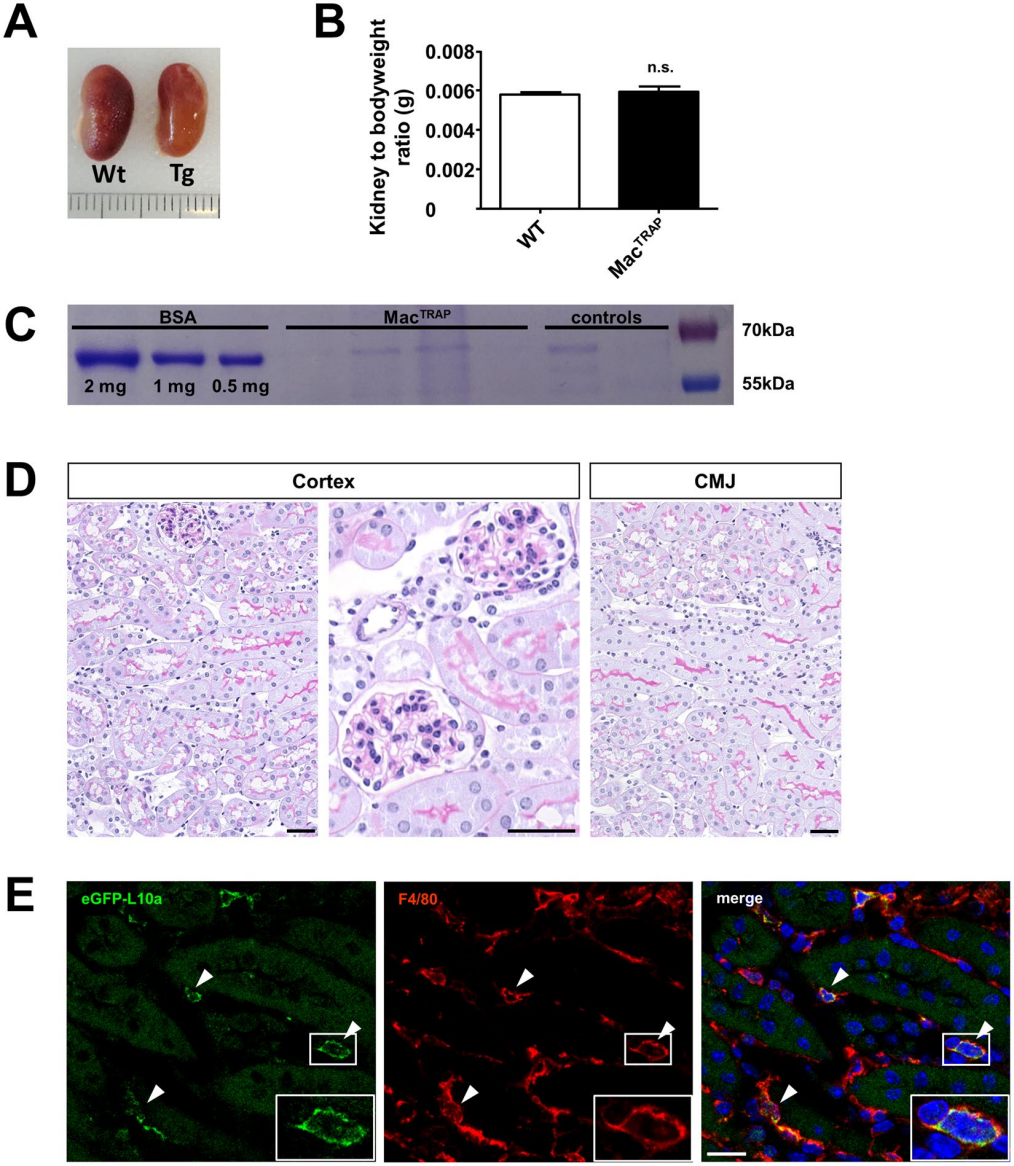
Anatomical and histological characterization of Mac^TRAP^ transgenic mice. (**A**) Kidneys extracted from Mac^TRAP^ mice revealed no gross macroscopical abnormalities when compared to C57BL/6 (WT) mice. **(B)** Kidney-to-body weight ratios were not significantly different in comparison to C57BL/6 (WT) mice; n = 20. **(C)** Coomassie gel loaded with urine samples of Mac^TRAP^ and WT control mice. No significant albuminuria was observed (full-length gel is shown in Sup. Fig. S10). **(D)** PAS staining of kidneys from 9 week old Mac^TRAP^ mice. Kidney architecture appears normal. CMJ = corticomedullary junction. Scale bar: 25 µm. **(E)** Co-staining of eGFP-L10a and macrophage-specific surface marker F4/80 in Mac^TRAP^ kidneys. Scale bar: 25 µm.

### Validation of Mac^TRAP^ corroborates macrophage specificity and responsiveness of transgene expression

Next, we examined the identity of eGFP-L10a expressing cells in renal tissue by immunostaining. EGFP-L10a^+^ cells were confined to the tubulointerstitium and overwhelmingly positive for the macrophage marker F4/80 (Figs. 2E and 3A). Moreover, they showed a close association to tubular basement membranes and endothelial cells (Fig. 3A). Since macrophage expansion is a hallmark of many renal pathologies including acute kidney injury and tubulointerstitial fibrosis, we tested the hypothesis whether c-fms-eGFP-L10a transgene expression in Mac^TRAP^ was inducible and hence responsive to inflammatory challenge *in vivo*^7^. We subjected Mac^TRAP^ mice to unilateral ureteral obstruction (UUO) to precipitate kidney fibrosis and detected a robust induction of eGFP-L10a in UUO kidneys on a transcriptional as well as protein level when compared to uninjured contralateral kidneys (CLK) (Fig. 3B–D). This increase in eGFP-L10a expression was paralleled by a significant upregulation of classical markers of fibrosis including αSMA, collagen1α1 and F4/80 (Fig. 3C). In line with qPCR and Western blot data, immunofluorescence microscopy revealed a sharp increase in eGFP-L10a^+^ cells in UUO kidneys compared to CLK, thus validating the responsiveness of the c-fms-eGFP-L10a transgene in Mac^TRAP^ mice upon proinflammatory and profibrotic stimulation (Fig. 3D,E). Importantly, eGFP-L10a^+^ cells remained confined to the tubulointerstitial compartment during fibrosis. To further verify the exact identity of eGFP-L10a^+^ cells in the Mac^TRAP^ tubulointerstitium, we conducted a number of additional cell-specific immunostainings. Quantitative analyses showed that the vast majority of readily detectable eGFP-L10a^+^ cells were also positive for the macrophage marker F4/80 (92.4% ± 7.5%), suggesting a high level of specificity. Conversely, the eGFP-L10a^+^ fraction of all F4/80^+^ cells was lower (38.8% ± 8.1%) (Fig. 3F). Co-staining for other cell markers such as the pericyte marker PDGFRβ, myofibroblast marker αSMA, endothelial cell marker CD31 and T cell marker CD3 was minimal or completely absent (proportion of double-positive cells: 4.1% ± 1.3% for PDGFRβ, 4% ± 2.8% for αSMA, 0% for CD31 and 0% for CD3, respectively; relative proportions based on all identified cells are shown in Fig. 3G). Moreover, immunostaining for mature neutrophils in fibrotic kidney tissue and tail skin biopsies found that only a very small fraction of Ly6g^+^ neutrophils was also positive for eGFP-L10a as detected by fluorescence microscopy (double positive fraction: 0.42% and 0.98%, respectively) (Sup. Fig. S3). Of note, transgene expression was not restricted to kidney and eGFP-L10a^+^ cells were, as expected, also detected in other tissues of Mac^TRAP^ mice including spleen, lung, skin, liver, heart and aorta (Sup. Figs. S4 and S5).

**Figure 3:**
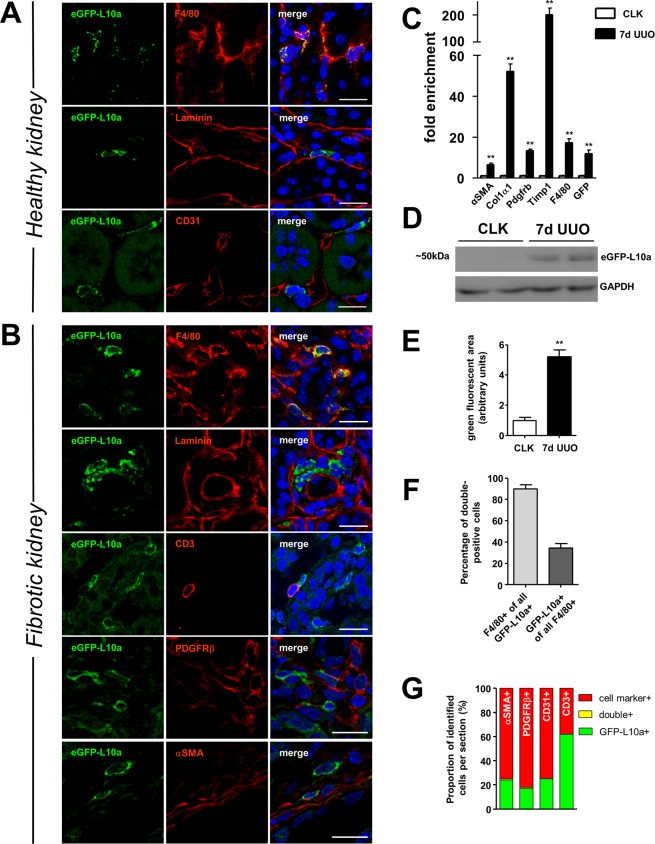
Cell type-specific expression of eGFP-L10a in healthy and fibrotic Mac^TRAP^ kidneys and transgene responsiveness *in vivo*. (**A**) Immunofluorescent staining of healthy Mac^TRAP^ kidneys demonstrates cell type-specific expression of the eGFP-L10a transgene. EGFP-L10a^+^ cells co-stain with macrophage surface marker F4/80 and reside in the tubulointerstitium as highlighted by anti-laminin staining. Endothelial cells (anti-CD31^+^) of peritubular capillaries are closely associated with eGFP-L10a^+^ cells, but no co-staining is observed. Scale bar: 25 µm. **(B)** In fibrotic kidneys (7d UUO), eGFP-L10a^+^ cells remain confined to the tubulointerstitial compartment as illustrated by anti-laminin staining. Co-staining with other interstitial cell markers is minimal (pericyte marker PDGFRβ, myofibroblast marker αSMA) or completely absent (T cell marker CD3). Scale bar: 25 µm. **(C)** RT-qPCR analysis shows strong upregulation of eGFP-L10a in fibrotic kidneys (7d UUO) along with macrophage- and fibrosis-related markers compared to CLK kidneys, indicating responsiveness of transgene expression upon proinflammatory challenge (**p < 0.01); data are shown as mean ± SEM; n = 5. (**D**) Western Blot of protein lysates from 7d UUO Mac^TRAP^ kidneys indicates robust upregulation of the eGFP-L10a protein compared to CLK controls when probed with an anti-GFP antibody. A protein band was detected at ~50 kDa corresponding to the expected molecular weight of the eGFP-L10a fusion protein. GAPDH antibody was used as internal loading control (full-length blot is shown in Sup. Fig. S10). (**E**) Quantitative analysis of green fluorescent area in Mac^TRAP^ kidney sections shows a significant increase in eGFP-L10a signals at 7 days of UUO compared to CLK controls (5.2 fold, **p < 0.01); data are shown as mean ± SEM; n = 3. (**F**) Proportion of cells with double-positivity for eGFP-L10a and macrophage-marker F4/80; a total of 1205 cells were counted; n = 5 mice. Data are shown as mean ± SEM. (**G**) Quantification of additional co-staining. Co-staining of eGFP-L10a^+^ cells (green) for other cell markers (red) was minimal (yellow) or absent. Bars show proportions based on all identified cells; n = 3–5 mice.

### Capturing macrophage-specific polysomal mRNA from Mac^TRAP^ kidneys

Next, we aimed at capturing macrophage-specific RNA from whole kidney tissue of healthy Mac^TRAP^ mice by applying a modified TRAP protocol^23^ (Fig. 4A). IP-extracted polysomal mRNA was quantified and quality controlled (Sup. Fig. S6). We performed RT-qPCR analyses to verify the specificity of immunoprecipitated (bound) mRNA fractions screening for known macrophage marker genes as surrogates. We found a strong overrepresentation of *CD68* (97.8 fold), *Mpeg1* (45 fold), *Adgre1*(F4/80) (30.5 fold) and *Csfr1* (13.3 fold) in kidney bound fractions compared to whole kidney unbound fractions (Fig. 4B). Taken together, these data indicate a robust enrichment of macrophage-derived transcripts extracted from Mac^TRAP^ whole kidney tissue via TRAP technology.

**Figure 4:**
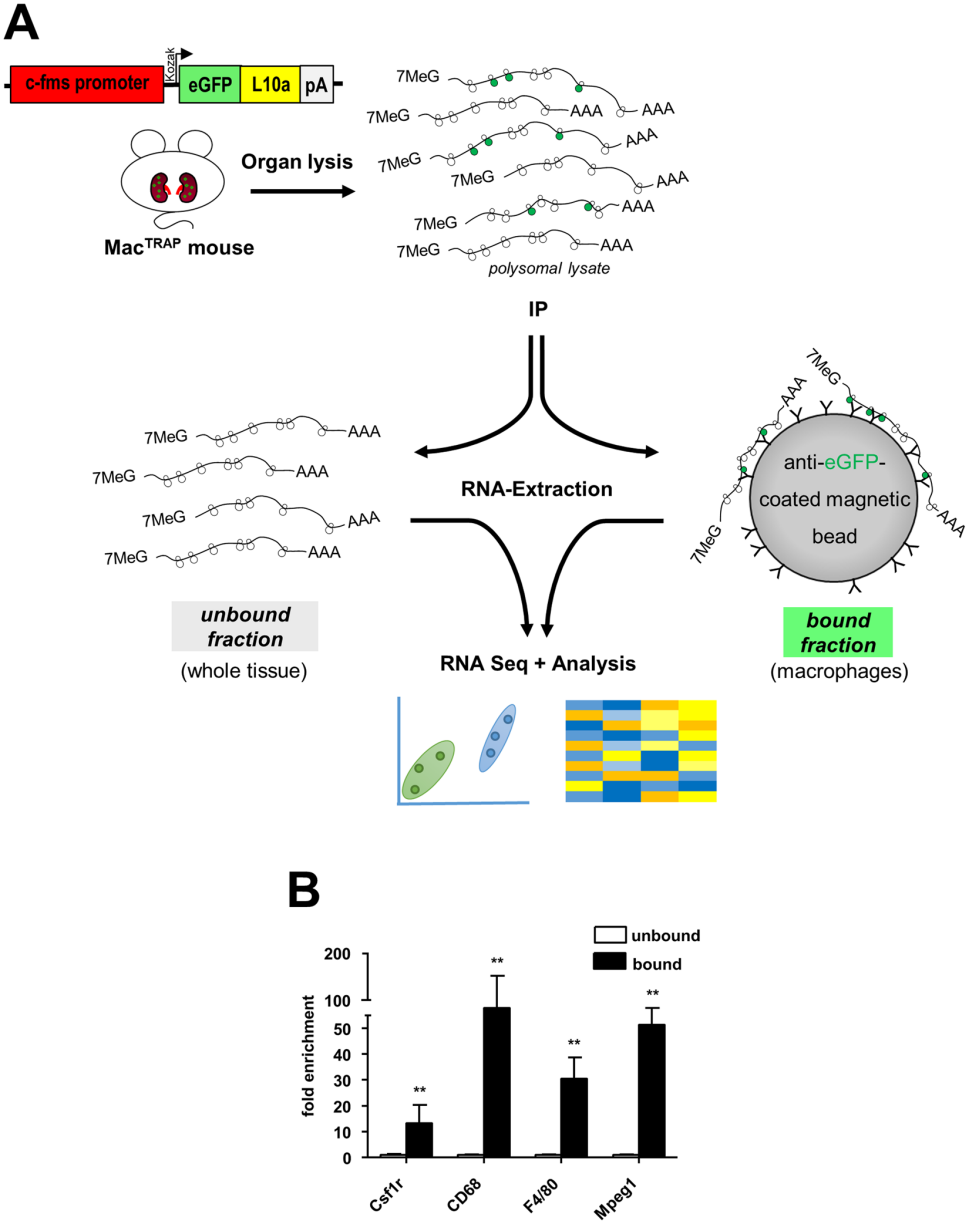
Methodology and validation of TRAP in Mac^TRAP^ mice. (**A**) Schematic illustrating the principle strategy and procedure of TRAP. Mac^TRAP^ kidneys are harvested, immediately homogenized and lysates subjected to immunoprecipitation (IP) with anti-eGFP-antibody-coated magnetic beads. Magnetic beads bind only to polysomes with the eGFP-tagged L10a protein (green). These bound polysomes represent the cell-specific (bound) fraction, which contains highly enriched RNA messages of renal macrophage origin. The unbound fraction represents RNA messages of whole kidney. Extracted RNA is then processed for downstream applications such as RNA-Seq and subsequent bioinformatical analyses. **(B)** Validation of macrophage-specific mRNA enrichment from Mac^TRAP^ kidneys. RT-qPCR analysis demonstrates strong enrichment of established macrophage marker genes in bound versus unbound kidney fractions (**p < 0.01); data are shown as mean ± SEM; n = 5.

### Establishing the translational profile of renal macrophages by RNA-Seq

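TRAP pulls down polysomes that carry the eGFP-tagged ribosomal protein L10a with anti-eGFP beads (bound), to enrich RNA of cells that express the transgene, whereas the RNA left in the lysate (unbound) stands for whole kidney. RNA-Seq data of 3 bound and 3 unbound fractions from 3 Mac TRAP mice aged 9 weeks were analyzed, with 1 library per fraction and mouse. The authors mapped the reads to the mouse genome GRCm38 with Hisat2 and deposited the number of reads counted on each of 33786 Ensembl genes, without normalization. The paper's text does not name the counting tool, so it is not known how reads that fit several genes or the opposite strand were treated. The unbound libraries held 38904366, 40280086 and 30457044 counts for replicates 1, 2 and 3, and the bound libraries 42297270, 38538316 and 40718038 counts. At these depths, 3 counts correspond to between 0.0709 and 0.0985 CPM, which was taken as the floor of detection and covers counting error only. In unbound replicate 3, 8.49% of all counts fell on *CT010467.1*, a ribosomal RNA gene, compared with 2.72% and 1.95% in unbound replicates 1 and 2 and at most 0.946% in the bound libraries. Bound and unbound fractions were compared with edgeR's quasi-likelihood test on the deposited counts, after TMM normalization and a filter on low counts that left 19204 genes, and p values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p under 0.05 and a change of at least 2-fold were called enriched or depleted. The choices that could change the numbers are the normalization, the filter, the model and whether the fractions of one mouse are treated as a pair.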

To establish an unbiased translational profile of resident renal macrophages and potentially dendritic cells, we next performed RNA-Seq (Illumina HiSeq) on TRAP-extracted polysomal RNA (bound fractions) as well as whole kidney RNA (unbound fractions) from Mac^TRAP^ renal tissue. First, we analyzed RNA-Seq data by Principle Component Analysis (PCA) and found a distinct clustering of both groups (Fig. 5A). 

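Principal components were computed from the 500 most variable genes after DESeq2's variance stabilizing transformation, since the paper's text does not name a transformation. The first component held 85.9% of the variance and the second 9.81%. On the first component, the bound libraries lay at 32.8, 38.6 and 15.1 for replicates 1, 2 and 3 and the unbound libraries at -28.6, -27.4 and -30.6, so that the groups did not overlap. Bound replicate 3 lay nearest to the unbound libraries. The second component set unbound replicate 3 (19.9) apart from unbound replicates 1 (-10.6) and 2 (-9.62), while the bound libraries lay between -1.55 and 1.18. The share of the first component moved most when all genes past the filter were used, to 61.4%, and it still separated the groups.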

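Among genes past the threshold with every bound library on one side of every unbound library, the 10 largest log2 fold changes were those of *F13a1*, *Olfr787*, *Eya1*, *Olfr1291-ps1*, *Myh9*, *Olfr57*, *Sh2d1b2*, *Dbn1*, *Myh11* and *Myh10*. In 6 of these, *F13a1*, *Olfr787*, *Eya1*, *Olfr1291-ps1*, *Olfr57* and *Sh2d1b2*, no unbound library held more than 3 counts, so only a lower bound can be given. Expression of *Sh2d1b2* was at least 24.8-fold higher in bound fractions, that of *F13a1* at least 18.7-fold, *Olfr787* at least 6.26-fold, *Eya1* at least 5.40-fold, *Olfr1291-ps1* at least 4.98-fold and *Olfr57* at least 3.99-fold. Of these, *Eya1* and the olfactory receptor genes lost their call in at least 1 fit that left out a library, with adjusted p values of up to 0.1004 for *Olfr57* from edgeR's quasi-likelihood test. *Myh9* (chromosome 15, 77760587 to 77842175 of GRCm38) reached 7845 ± 4274 CPM (SD, n = 3) in bound and 63.8 ± 16.2 CPM (SD, n = 3) in unbound fractions. Its log2 fold change was 6.94 (standard error 0.53, adjusted p = 0.000205), and 6.84 with the fractions of one mouse as a block (adjusted p = 0.000544). *Dbn1* had the smallest p of all genes, with a log2 fold change of 6.57 (standard error 0.41, adjusted p = 0.000157). The 10 largest decreases were those of *Gm26461*, *Rn7s1*, *Rn7s2*, *Rn7s6*, *Ttc36*, *Gm44423*, *Rbakdn*, *Gm20594*, *CT010467.1* and *Gm26315*, several of which are annotated as miscellaneous or ribosomal RNA. Unbound replicate 3 held much of the unbound signal of several of these genes. In unbound replicates 1, 2 and 3, *Gm26461* was at 1.91, 2.02 and 80.9 CPM and *Gm26315* at 6.45, 9.77 and 48.3 CPM. *CT010467.1* was at 26223, 18239 and 98331 CPM in the same libraries. *Gm44423* and *Rbakdn* had at most 3 counts in any bound library and were at least 9.96-fold and 4.89-fold lower. *Rn7s1* had 64.8 ± 104 CPM (SD, n = 3) in unbound fractions, an SD larger than the mean, and its log2 fold change of -5.21 (adjusted p = 0.0408) became -1.48 in the fit that moved it most when 1 library was left out. With the block, 7 of these 10 genes had an adjusted p of 0.05 or more, and all 10 lost an adjusted p under 0.05 in at least 1 fit that left out a library.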

Next, we performed hierarchical clustering analysis visualized by heatmap, highlighting the most differentially expressed genes between the two groups (Fig. 5B). Consistent with qPCR results, the MA plot demonstrated robust overrepresentation of classical macrophage markers including *Adgre1* (F4/80), *Csf1r* (c-fms), *CD14*, *CD68*, *Itgam* (CD11b) and *Lyz1*, but not of genes typically expressed in other kidney-resident cell types (Fig. 5C). 

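All 6 of these markers had higher values in every bound than in every unbound library. *Adgre1* (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527 of GRCm38) rose from 1.69 ± 0.420 CPM (SD, n = 3) in unbound to 29.5 ± 14.8 CPM (SD, n = 3) in bound fractions, a log2 fold change of 4.14 (standard error 0.45, adjusted p = 0.000859, edgeR's quasi-likelihood test). *Cd68* had a log2 fold change of 4.23 (standard error 0.43, adjusted p = 0.000637), *Lyz1* of 4.17 (standard error 0.42, adjusted p = 0.000650), *Cd14* of 3.91 (standard error 0.39, adjusted p = 0.000630) and *Itgam* of 3.76 (standard error 0.43, adjusted p = 0.00113). The smallest change was that of *Csf1r*, at 1.88 (standard error 0.29, adjusted p = 0.00476), from 25.9 ± 1.94 CPM (SD, n = 3) to 95.0 ± 33.5 CPM (SD, n = 3). With the fractions of one mouse as a block, the log2 fold change was 4.02 for *Adgre1* (adjusted p = 0.00236) and 1.81 for *Csf1r* (adjusted p = 0.00679). The difference was larger than the spread between replicates for all 6, and it kept an adjusted p under 0.05 with each library left out in turn. Reads of *Lyz1* and its close paralog *Lyz2* could have been split by the counting, so the value of *Lyz1* is less certain.

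**Figure D1:**
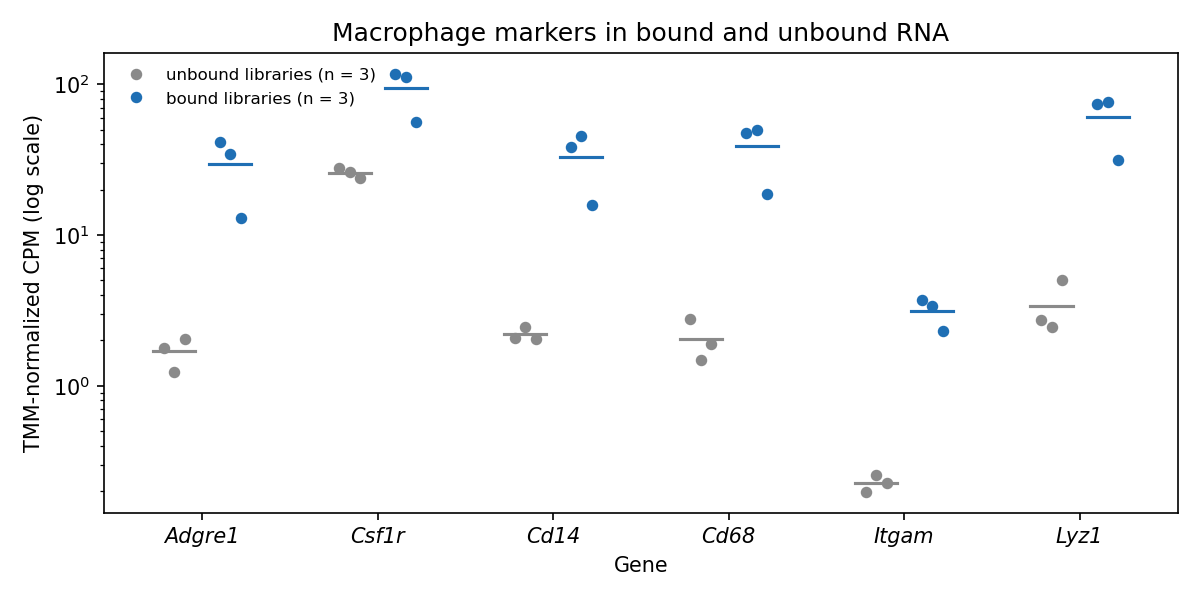
TMM-normalized expression in CPM (vertical axis, log scale) of 6 macrophage markers in each unbound (grey) and bound (blue) library, with points for the 3 libraries per group and a horizontal line for their mean. Every bound library lies above every unbound library for each gene.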

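In the comparison of 3 bound with 3 unbound libraries, 1424 genes were higher and 359 genes lower in bound fractions at an adjusted p under 0.05 (edgeR's quasi-likelihood test). At a change of at least 2-fold, 1239 genes were enriched and 267 genes depleted. In 1234 of the 1239 enriched genes and in all 267 depleted genes, the bound libraries did not overlap with the unbound libraries. Over all tested genes this held for 37.8%, compared with 10% by chance for 3 against 3. An exact permutation test of a single gene cannot go below a two-sided p of 0.1 with 3 libraries against 3, so significance rests on edgeR's model across genes. Of the 1448 genes in Sup. Table 1, 1446 were joined to the deposited counts, 1324 passed the filter, and all of these were higher in bound fractions, with 1127 called enriched. Adjusted over the list alone, all 1324 were called, which shows no stability since the list is the paper's own call on these data. Both fractions came from the same mice, and with the replicate number as a block 1190 genes were enriched, 1093 of them shared with the comparison without it, and 276 were depleted. Deviations of same-numbered libraries from their group means correlated at 0.0418 on average, between 0.0209 and 0.0569, and those of other pairs at -0.0207. As deviations in each group sum to 0, the value of other pairs largely follows from that of same-numbered pairs and is no separate evidence of pairing. The number of enriched genes changed most in a test against a 2-fold change in place of no change, with 325 genes. With DESeq2 and its size factors, 2124 genes were higher and 1235 lower, so that 63.2% of the genes past an adjusted p of 0.05 were higher, compared with 79.9% in edgeR's test.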

To define the gene expression signature of resident renal macrophages and dendritic cells at homeostasis, we first filtered all transcripts that met a significant ≥2 fold enrichment (p < 0.05) in bound fractions compared to whole kidney, yielding a total of 1448 genes, which were hence considered macrophage-specific (Sup. Table 1). 

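The 15 genes *Adgre1*, *Cd68*, *Cd86*, *Cd14*, *Csf1r*, *Lyz1*, *Lyz2*, *Msr1*, *Mrc1*, *C1qa*, *C1qb*, *C1qc*, *Fcgr3*, *Itgam* and *Itgb2* were all called enriched, with a median log2 fold change of 3.91. All 15 were also called with the fractions of one mouse as a block, and 14 kept an adjusted p under 0.05 in every fit that left out 1 library. The exception was *Msr1*, at 0.367 ± 0.369 CPM (SD, n = 3) in unbound and 5.46 ± 3.41 CPM (SD, n = 3) in bound fractions, whose adjusted p was 0.0179 with all libraries and rose to 0.102 (edgeR's quasi-likelihood test). The largest change was that of *C1qc* on chromosome 4, with a log2 fold change of 4.28 (standard error 0.49, adjusted p = 0.00115). *Itgb2* had a log2 fold change of 2.20 (standard error 0.31, adjusted p = 0.00319).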

In this gene list, we readily identified many well characterized macrophage-specific and associated genes such as *Adgre1 (F4/80), CD68 (macrosialin), CD86, CD14, Lyz1 (lysozyme 1), Lyz2 (lysozyme 2), Msr1 (macrophage scavenger receptor 1), Mrc1 (mannose receptor C-type 1), C1q, Fcgr3 (CD16)*, as well as *Itgam (CD11b)* and *Itgb2 (Cd18)*, which together form the Macrophage-1 antigen complement receptor. 

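For the chemokine ligands *Ccl4*, *Ccl6*, *Ccl7*, *Ccl8*, *Ccl9*, *Ccl12*, *Cxcl9* and *Pf4*, the gene of Cxcl4, and for *Cx3cr1*, all 9 genes were called enriched, with a median log2 fold change of 3.58, and every bound library lay above every unbound library. Several of them were counted at low depth. *Ccl8* had at most 1 count in any unbound library and was at least 19.4-fold higher in bound fractions (adjusted p = 0.00142, edgeR's quasi-likelihood test). *Ccl7* rose from 0.113 ± 0.102 CPM (SD, n = 3) to 1.75 ± 0.545 CPM (SD, n = 3), a log2 fold change of 3.82 (standard error 0.75, adjusted p = 0.0149). *Cx3cr1* rose from 3.50 ± 0.708 CPM (SD, n = 3) to 18.9 ± 7.66 CPM (SD, n = 3), a log2 fold change of 2.42 (standard error 0.35, adjusted p = 0.00386). The smallest change was that of *Cxcl9*, at 1.76 (adjusted p = 0.0165). With the fractions of one mouse as a block, 8 of the 9 were called. *Ccl4* was not, with a log2 fold change of 2.72 and an adjusted p of 0.0655, compared with 2.60 and 0.0380 without the block. An adjusted p under 0.05 in each fit that left out 1 library was reached by 5 of the 9, and not by *Ccl4*, *Ccl7*, *Ccl9* and *Cxcl9*.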

The Mac^TRAP^ dataset also revealed other genes typically expressed in macrophages such as various chemokine ligands (e.g. *Ccl4, Ccl6, Ccl7, Ccl8, Ccl9, Ccl12, Cxcl4, Cxcl9*) and receptors including *Cx3cr1*, which has been used as a marker for yolk-sac derived macrophages^24–26^. 

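The transcription factor genes *Spi1*, *Runx1*, *Runx3*, *Irf5*, *Irf8*, *Pparg*, *Batf3*, *Nfatc1* and *Irf9* each had a higher mean in bound fractions. *Spi1*, *Runx1*, *Runx3*, *Irf5*, *Irf8* and *Irf9* were called enriched, with and without the fractions of one mouse as a block. *Runx1* had a log2 fold change of 3.06 (standard error 0.41, adjusted p = 0.00269, edgeR's quasi-likelihood test) and *Runx3* of 2.88 (standard error 0.39, adjusted p = 0.00270). *Spi1*, which encodes PU.1, had a log2 fold change of 2.10 (standard error 0.48, adjusted p = 0.0263) and *Irf9* of 1.32 (standard error 0.21, adjusted p = 0.00592). Not past the threshold were *Pparg*, with a log2 fold change of 2.59 (standard error 0.97, adjusted p = 0.115) and overlapping groups, *Batf3*, with 1.27 (standard error 0.38, adjusted p = 0.0664), and *Nfatc1*, with 0.76 (standard error 0.21, adjusted p = 0.0516). With the block, *Pparg* was called, with a log2 fold change of 2.96 and an adjusted p of 0.0405, while the adjusted p of *Batf3* was 0.0995 and that of *Nfatc1* 0.0741. *Pparg* was counted at 0.251 ± 0.275 CPM (SD, n = 3) in unbound and 1.60 ± 1.08 CPM (SD, n = 3) in bound fractions. Called with all libraries, *Spi1* and *Irf5* lost an adjusted p under 0.05 in at least 1 fit that left out a library.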

Typical macrophage-determining transcription factors such as *PU.1 (Spi1), Runx1, Runx3, Irf5, Irf8, Pparg, Mafb* and *Batf3* were likewise significantly enriched in the bound fraction, as were transcription factors *Nfatc1* and *Irf9*, which have been recently reported to be presumably kidney macrophage-specific^27^.

**Figure 5:**
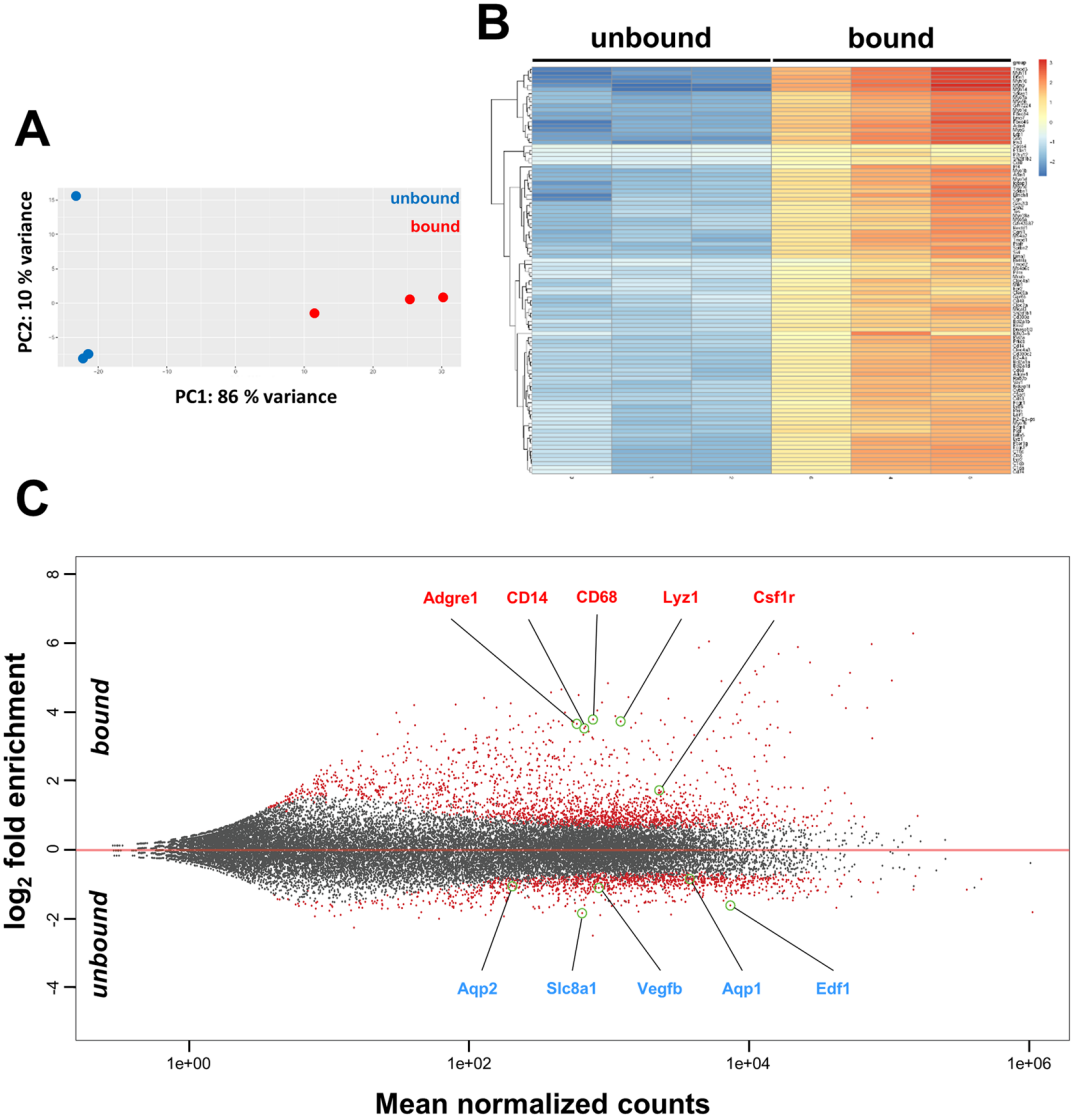
RNA-Seq data analysis of TRAP-extracted polysomal RNA from Mac^TRAP^ kidneys. (**A**) Principle component analysis (PCA) shows distinct clustering between unbound (blue dots) and bound (red dots) fractions extracted from kidneys of 9-week- old Mac^TRAP^ mice. **(B)** Heatmap of RNA-Seq data illustrating the 100 most differentially expressed genes between bound (renal macrophage-specific) vs. unbound (whole kidney) fractions. **(C)** MA plot of RNA-Seq data shows gene expression in relation to mean normalized counts. Macrophage-specific transcripts are robustly enriched in the bound vs. unbound fraction (selected genes are highlighted, *red font*), whereas transcripts representative of other cell types are depleted (*blue font*); red dots represent differentially expressed genes with p adj. < 0.05.

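The genes set in blue in Fig. 5C were *Aqp1*, *Aqp2*, *Slc8a1*, *Vegfb* and *Edf1*. All 5 were lower in every bound than in every unbound library, and 3 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), *Slc8a1* with a log2 fold change of -1.99 (standard error 0.38, adjusted p = 0.0132), *Edf1* with -1.76 (standard error 0.44, adjusted p = 0.0350) and *Vegfb* with -1.15 (standard error 0.29, adjusted p = 0.0382). *Aqp2* (log2 fold change -1.14, adjusted p = 0.0979) and *Aqp1* (-0.86, adjusted p = 0.0594) did not pass. With the replicate number as a block, the adjusted p of *Slc8a1* was 0.0142, that of *Edf1* 0.0110 and that of *Vegfb* 0.0676, and all 3 lost an adjusted p under 0.05 in at least 1 fit that left out a library. Marker genes of kidney cell types were tested as sets with camera from limma, adjusted over 18 sets. The 19 macrophage markers, which are genes the paper names, had a median log2 fold change of 3.80 (adjusted p = 1.12e-18, with the block 3.09e-20). The 18 proximal tubule markers had a median of -0.14 (adjusted p = 0.589, with the block 0.530). None of these was enriched or depleted, with 4 higher and 2 lower at an unadjusted p under 0.05. The median was -0.26 for the loop of Henle and distal tubule (adjusted p = 0.428, with the block 0.396), with 2 of 9 genes lower at an unadjusted p under 0.05. For the collecting duct it was -0.20 (adjusted p = 0.432, with the block 0.320), with 1 of 9 genes higher and 2 lower at an unadjusted p under 0.05, and *Atp6v1g3* was depleted with the block (adjusted p = 0.0254). Endothelium had a median of 0.30 (adjusted p = 0.535, with the block 0.414), with 2 of 12 genes higher and 2 lower at an unadjusted p under 0.05. Pericytes and fibroblasts had a median of 0.40 (adjusted p = 0.384, with the block 0.311), with 1 of 8 genes higher at an unadjusted p under 0.05. Podocyte markers had a median of 0.57 (adjusted p = 0.0597, with the block 0.0489), and 1 of 8, *Plce1*, was enriched (log2 fold change 1.47, adjusted p = 0.0225). The podocyte list omits *Synpo* and *Ptpro* and the pericyte list *Ren1* and *Cspg4*, because Sup. Table 1 lists these genes. *Plce1* was kept, although the paper lists it as enriched too. The tubule lists hold no genes of the actin cytoskeleton. Proximal tubule markers took 3.15 ± 0.0920% of all counts (SD, n = 3) in unbound and 3.02 ± 0.142% (SD, n = 3) in bound fractions, and macrophage markers 0.0123 ± 0.00168% (SD, n = 3) and 0.154 ± 0.0675% (SD, n = 3). The paper considers the genes with a significant enrichment of at least 2-fold in bound fractions over whole kidney, at a p under 0.05, as macrophage-specific.

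**Figure D2:**
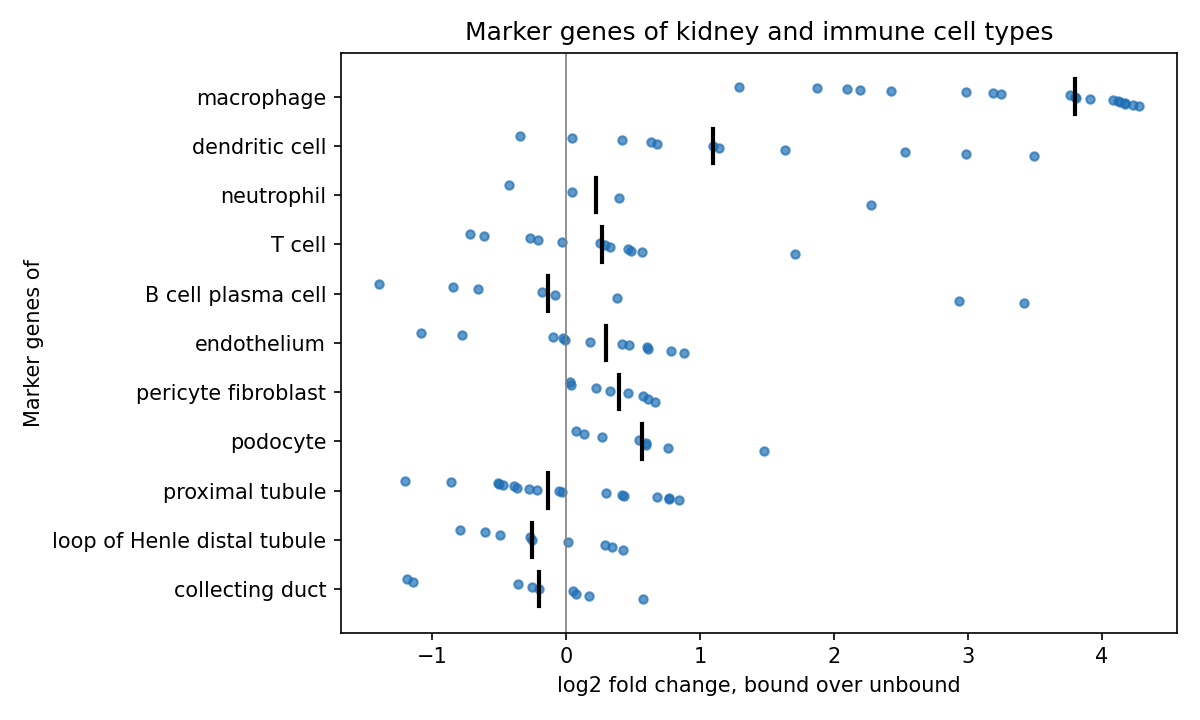
Log2 fold change of bound over unbound RNA (horizontal axis) for marker genes of 11 cell types (vertical axis), with a blue point for each gene past the filter, a black bar for the median of each set and a grey line at 0. Macrophage markers have a median of 3.80, and the medians of proximal tubule, loop of Henle and distal tubule, collecting duct, endothelium, pericytes and fibroblasts, and podocytes lie between -0.26 and 0.57.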

For further assessment, we cross-referenced the translational kidney Mac^TRAP^ data with two recently published datasets on kidney macrophage expression^22,27^. Comparison of the Mac^TRAP^ dataset with the “core” macrophage gene list reported for P21 kidney macrophages by Mass *et al*. demonstrated a 70% overlap between significantly enriched genes^27^. 

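Sup. Table 2 lists 111 genes, all of which passed the filter on low counts and had a higher mean in bound fractions. Their log2 fold changes had a median of 2.89 and lay between 1.07 and 5.87. In edgeR's quasi-likelihood test 109 of the 111 were called enriched (107 with the fractions of one mouse as a block). The genes not called were *Cd93*, with a log2 fold change of 1.12 (standard error 0.31, adjusted p = 0.0521), and *Slco2b1*, with 1.14 (standard error 0.33, adjusted p = 0.0570). Adjusted over the list alone, all 111 were called, which shows no stability since the list rests on the paper's own calls.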

Overall, we found more than one hundred genes shared among all three data sets including *Lyz2, C1q, Csf1r, CD68, CD86* and *CD14* (Sup. Fig. S7, Sup. Table 2).

However, we also identified a substantial number of additional transcripts that were exclusively enriched in TRAP-extracted polysomal RNA from Mac^TRAP^ kidneys (Sup. Table 3). 

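Of the 851 genes listed in Sup. Table 3, 847 were joined to the deposited counts, 731 passed the filter, and all of these had a higher mean in bound fractions. Their median log2 fold change was 1.56, and 613 were called enriched (edgeR's quasi-likelihood test), or 582 with the fractions of one mouse as a block. The other 118 had an adjusted p of 0.05 or more. Adjusted over the list alone, all 731 were called, which shows no stability for a list of the paper's own calls. The list holds 16 myosin heavy chain genes, as counted by their symbols.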

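*Myo1e* on chromosome 9 and *Svil* on chromosome 18 were among the 10 genes with the smallest p. *Myo1e* rose from 17.2 ± 1.15 CPM (SD, n = 3) in unbound to 514 ± 208.7 CPM (SD, n = 3) in bound fractions, a log2 fold change of 4.90 (standard error 0.34, adjusted p = 0.000157, edgeR's quasi-likelihood test), and 4.83 with the fractions of one mouse as a block. *Svil* had a log2 fold change of 4.25 (standard error 0.30, adjusted p = 0.000157), and 4.20 with the block. *Ifi204* had a log2 fold change of 2.90 (standard error 0.32, adjusted p = 0.000923) and *Ifi211* of 1.72 (standard error 0.37, adjusted p = 0.0219), compared with 2.85 and 1.70 with the block. *Ifi211* lost its call in at least 1 fit that left out a library, in which its adjusted p reached 0.122. Both interferon-inducible genes lie on chromosome 1 and belong to a family of similar genes, so reads could have been split between its members.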

For instance, we uncovered a number of genes with functions in actin cytoskeleton- and podosome-formation (e.g. *Myo1e, Svil*) as well as interferon inducibility (e.g. *Ifi204, Ifi211*). 

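*Myo10* rose from 24.3 ± 6.20 CPM (SD, n = 3) in unbound to 659 ± 383 CPM (SD, n = 3) in bound fractions, with a log2 fold change of 4.76 (standard error 0.46, adjusted p = 0.000557, edgeR's quasi-likelihood test). *Atg7* had a log2 fold change of 3.15 (standard error 0.41, adjusted p = 0.00241), *Dctn4* of 2.54 (standard error 0.30, adjusted p = 0.00141) and *Ambra1* of 1.59 (standard error 0.23, adjusted p = 0.00368). With the fractions of one mouse as a block, the log2 fold changes were 4.63 for *Myo10*, 2.97 for *Atg7*, 2.52 for *Dctn4* and 1.56 for *Ambra1*. All 4 kept an adjusted p under 0.05 with each library left out in turn.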

Other genes we identified are reportedly involved in directed processes such as phagocytosis (*Myo10*) and autophagy (e.g. *Atg7, Dctn4, Ambra1*).

### Systematic analysis of the renal macrophage translational profile underlines functions in immunity and actin dynamics

Next, we used DAVID (database for annotation, visualization and integrated discovery) bioinformatics resources to classify the predicted cell functions derived from the Mac^TRAP^ macrophage-specific signature. Using the gene functional classification tool with an input of all 1448 genes, we identified 59 gene clusters (Sup. Table 4). In a next step, we generated a gene functional annotation chart reporting 994 biological terms. 

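The functional annotation itself was not repeated. Sets of genes chosen by symbol were followed in its place, and these need not be the genes behind its terms. The genes of the paper's immune terms were not followed as such. Of genes of the actin cytoskeleton other than myosin heavy chains, chosen by symbol from families such as *Actn*, *Fln*, *Tpm* and *Arpc* that were partly seen in Sup. Table 1, 55 passed the filter. Their median log2 fold change was 1.13 (adjusted p = 4.34e-18, camera from limma over 18 sets, and 2.08e-19 with the replicate number as a block). In bound fractions 47 of the 55 were higher and 27 were called enriched, or 30 with the block. Among genes with immune functions, the 59 immunoglobulin genes past the filter had a median log2 fold change of 1.21 (adjusted p = 5.82e-07, with the block 3.56e-07), and 15 were called enriched, or 12 with the block. Immunoglobulin segments resemble each other, so the counting could have split their reads.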

Most robust enrichments were found for immune-related terms including “*immunity”* (5.1 fold, 115 genes, p = 7.4E-50), “*immune system response”* (4.6 fold, 109 genes, p = 1.7E-42), “*innate immunity”* (5.4 fold, 72 genes, p = 2E-32), “*innate immune response”* (3.3 fold, 82 genes, p = 1.0E-21) and “*actin-binding”* (5.9 fold, 83 genes, p = 6.6E-41) (Sup. Table 5). When testing for terms of tissue expression, the term *“macrophage”* yielded the highest confidence (122 genes, p = 3.3E-31). Of note, another term with substantial enrichment was *“dendritic cell”* (28 genes, p = 5.8E-6) (Sup. Tables 6 and 7). Next, we performed gene functional annotation clustering identifying 106 clusters with a group enrichment score (GES) of ≥1, with cluster “*immunity/immune system process”* ranking highest (GES: 35.9). 

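Myosin heavy chain genes were taken as those with the symbol *Myo* or *Myh* and a number, and 24 of them passed the filter. In bound fractions 22 were called enriched, as were 22 with the replicate number as a block. The median log2 fold change was 3.93 (adjusted p = 1.01e-28, camera from limma, with the block 5.87e-29). *Myo15* (log2 fold change -1.68, adjusted p = 0.394, edgeR's quasi-likelihood test) and *Myo3b* (0.90, adjusted p = 0.444) were not called. Together the genes took 0.0731 ± 0.0135% of all counts (SD, n = 3) in unbound and 2.58 ± 1.17% (SD, n = 3) in bound fractions. *Myh10* had a log2 fold change of 6.50 (standard error 0.46, adjusted p = 0.000157) and *Myh11* of 6.55 (standard error 0.51, adjusted p = 0.000205). The genes *Myo6*, *Myo5b* and *Myo7b*, which are also on the list of brush border and junction genes, had log2 fold changes of 5.40, 4.90 and 3.70. The log2 fold change rose with the length of the coding sequence over 14170 coding genes, with a Spearman correlation of 0.363 across genes, which are not independent replicates (0.358 with the block).

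**Figure D3:**
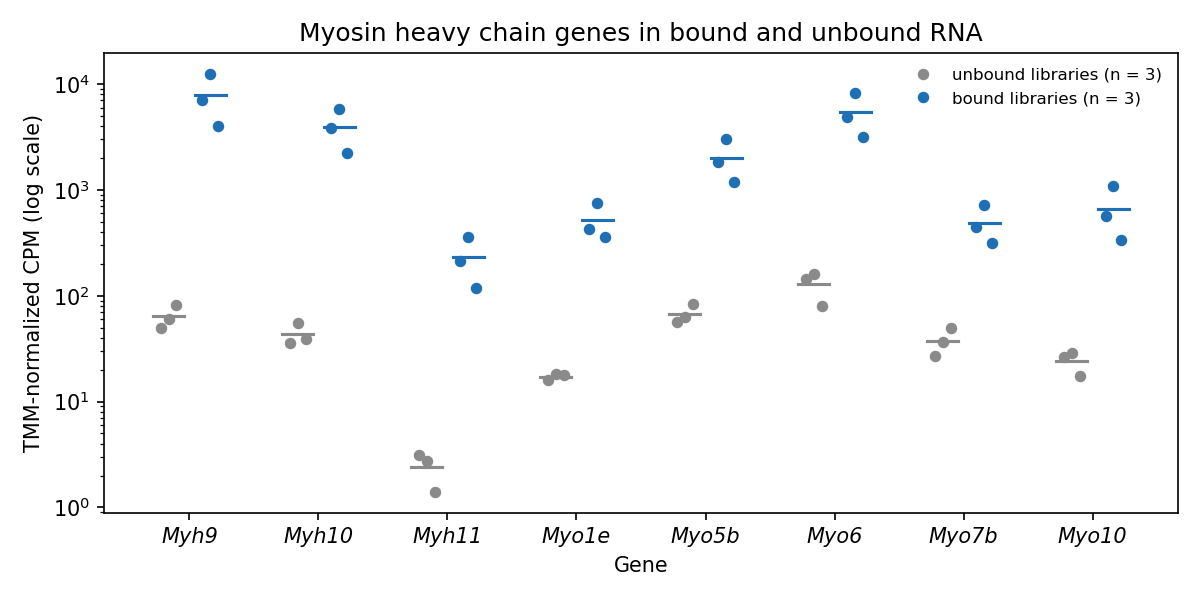
TMM-normalized expression in CPM (vertical axis, log scale) of 8 myosin heavy chain genes in each unbound (grey) and bound (blue) library, with points for the 3 libraries per group and a horizontal line for their mean. Every bound library lies above every unbound library for each gene.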

Other high ranking annotation clusters included “*actin-binding”* (GES: 32.1), “*myosin complex”* (GES: 7.71) and “*phagosome”* (GES: 3.88) (Sup. Table 8, Sup. Fig. S8).

We next sought to define pathways and biological processes likely to be active in resident kidney macrophages at homeostasis. To this end, we conducted gene ontology (GO) functional enrichment and pathway analyses using STRING^28^. 

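The paper's text does not name the value by which the top 300 genes were ranked. Sup. Table 1 is sorted by adjusted p, and 263 of its leading 300 genes were among the 300 enriched genes with the smallest p in edgeR's quasi-likelihood test (236 with the fractions of one mouse as a block). Ranked by log2 fold change in both lists, 251 genes were shared.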

We generated a macrophage interaction network by applying stringent criteria and including only the top 300 enriched genes (Fig. 6). The top five enriched biological processes turned out to associate with “*immune system response”* (111 genes, p = 2.18E-45), “*immune response”* (80 genes, p = 2.48E-39), “*regulation of immune response”* (80 genes, p = 2.12E-32), “*defense response”* (74 genes, p = 1.17E-29) and “*positive regulation of immune system process”* (62 genes, p = 8.14E-28) (Sup. Table 9, Sup. Fig. S9).

**Figure 6:**
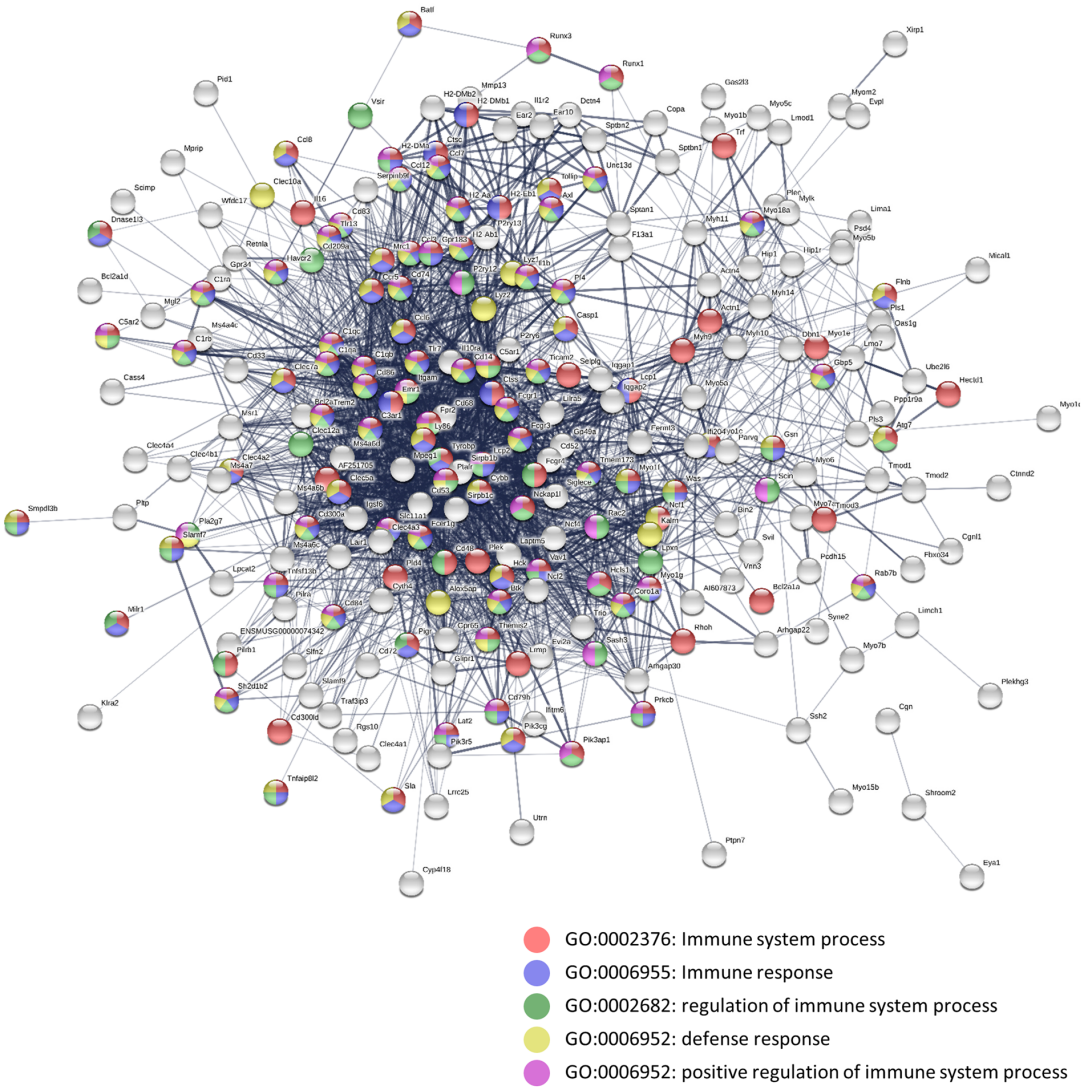
StringDB protein interaction network based on the top 300 overrepresented mRNAs in bound kidney fractions of Mac^TRAP^ mice. Colored nodes represent proteins individually assigned to the five most significantly enriched GO biological processes. Line thickness indicates the strength of confidence for each interaction. Minimum required interaction score for the network was set at 0.4.

Finally, we used Enrichr^29^ for comprehensive gene set enrichment analysis (GSEA) including the top 300 most strongly overrepresented genes in Mac^TRAP^ bound kidney fractions (Fig. 7). GSEA for *cell types and tissues* showed significant enrichment for distinct terms such as “macrophage” (p = 3.32E-26), “macrophage_bone marrow_0hr” (p = 3.44E-06), “alveolar macrophage” (p = 3.54E-19), “microglia” (p = 6.24E-05), “leukocyte” (p = 1.27E-05) and “dendritic cell” (p = 4.93E-16) across various catalogues (Fig. 7A–C). For *molecular function*, Enrichr GO implicated very strong associations with “actin binding” (p = 2.95E-30) and “microfilament motor activity” (p = 2.76E-12) (Fig. 7D). For *cellular component*, terms such as “actin cytoskeleton” (p = 1.95E-23) and “phagocytic vesicle” (p = 5.15E-07) were amongst the most prominent (Fig. 7E). Enrichr GSEA filtering for *signaling and metabolic pathways* suggested strong associations with “immune system” (p = 5.23E-15), “inflammation mediated by chemokine and cytokine signaling pathway” (p = 1.68E-0.7), “staphylococcus aureus infection” (p = 5.57E-19) and “phagosome” (p = 3.13E-17) (Fig. 7F–H). Importantly, based on the Wiki pathways 2019 mouse resource (Fig. 7I), the two most enriched terms were *“macrophage markers”* (p = 1.02E-13) and *“microglia pathogen phagocytosis pathway”* (p = 1.31E-22), further attesting to the validity and strength of Mac^TRAP^.

**Figure 7:**
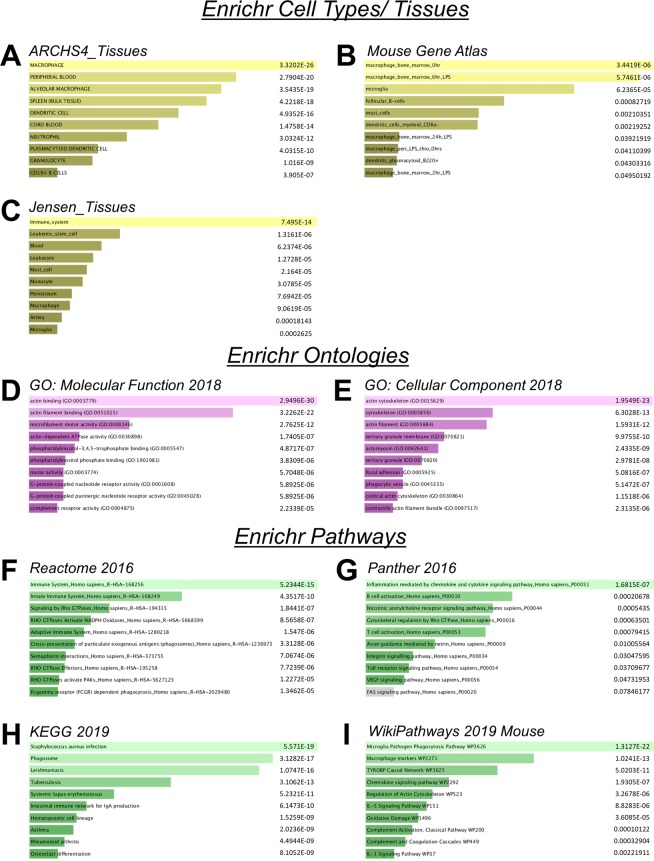
Comprehensive gene set enrichment analysis (GSEA) based on the top 300 overrepresented genes in kidney macrophages (Mac^TRAP^ bound fractions) using Enrichr. (**A**–**C**) GSEA for *cell types and tissue* reveals significant overrepresentation of immune-related terms including *“macrophage”, “alveolar macrophage”, “dendritic cell”, “macrophage_bone_marrow_0hr”* and *“monocyte”*. **(D** , **E)** GSEA for *molecular function* and *cellular component* gene ontologies demonstrate enrichment for terms such as “*actin binding”*, *“actin filament binding”, “phagocytic vesicle”* and “*microfilament motor activity*”. **(F–I)** GSEA for various *signaling and metabolic pathways* identifies terms such as “*immune system”, “microglia pathogen phagocytosis pathway”, “macrophage markers”, “phagosome*” and *“inflammation mediated by chemokine and cytokine signaling pathway”*. Bar graphs show enriched terms sorted by p value ranking.

## Discussion

Resident macrophages and dendritic cells reside in various tissues and organs including kidney, and have been reported to play key roles in health and disease^30^. Our current understanding of these cells is incomplete and a better *in vivo* characterization is needed. However, to study single cell populations in complex organs such as kidney with its numerous unique cell types at different and at times varying densities is challenging. Several techniques including laser-capture microdissection, dynabead perfusion and FACS have been applied to enrich substrates of selective cell populations from whole tissues, most of which, however, come with considerable drawbacks due to the inherent necessity for long and cumbersome tissue preparation. Here, we report on the development of a novel macrophage-specific TRAP mouse line (Mac^TRAP^), that we have designed to express an eGFP-tagged ribosomal fusion protein, eGFP-L10a, under the control of the c-fms promoter, thus allowing enrichment of macrophage- and dendritic cell-derived messages in a one-step affinity purification procedure. This approach eliminates the risk of cellular transcriptional stress responses induced by tedious tissue processing. Moreover, expression profiles derived from polysomal RNA have been shown to more precisely reflect actual protein synthesis compared to RNA isolated by standard techniques^20,23,31^. Following the generation and validation of the Mac^TRAP^ mouse line, we extracted polysomal mRNA from healthy Mac^TRAP^ kidneys to establish a cell-specific and comprehensive gene expression profile of resident kidney macrophages, giving detailed insights into biological functions and pathway activities of these cells in steady-state.

Our immunohistological analyses showed that the vast majority of eGFP-L10a^+^ cells in Mac^TRAP^ kidneys stain positive for the macrophage marker F4/80. A small fraction of eGFP-L10a^+^ cells was found to be F4/80^−^, which may be explained by the reported existence of macrophage subsets that lack F4/80 expression^32^. Similarly, as visualized by fluorescence microscopy, we also found a fraction of F4/80^+^/eGFP-L10a^−^ cells, possibly reflecting either low and thus undetectable eGFP-L10a expression levels, mosaic expression of the transgene, and/or also macrophage heterogeneity. Importantly, co-staining for markers of other cell types including pericytes, myofibroblasts, endothelial cells, T cells and neutrophils indicated no or only minimal transgene expression in these cells, further supporting macrophage specificity of Mac^TRAP^. Interestingly, Sasmono *et al*. have previously reported on a *fms*-EGFP reporter mouse line, aka *MacGreen* mouse, which exhibits reporter expression not only in macrophages, but, unexpectedly, also in granulocytes^33–35^. This phenomenon is still not fully understood, especially since granulocytes, despite featuring a surprisingly complex transcriptome, have a comparatively simple proteome with only few abundant proteins and demonstrably lack protein expression of the endogenous CSF1R (CD115) surface receptor^35–37^. The authors have speculated, that the more stable eGFP reporter may be retained in progeny from the common myeloid precursor in *MacGreen* mice^34^. However, our data suggest that mature neutrophils from Mac^TRAP^ mice do not appear to express the transgene-encoded eGFP-L10a fusion protein at a substantial level – or at least not high enough to allow visual detection. Nonetheless, we cannot exclude the possibility of eGFP-L10a protein expression in neutrophils at a lower level that may not produce sufficient fluorescent intensity to pass the detection threshold. Also, we cannot completely rule out the possibility that with different stimulation Mac^TRAP^-derived neutrophils may acquire new characteristics that could potentially be associated with transgene induction.

Kidney macrophage profiling using the Mac^TRAP^ system identified several hundred significantly overrepresented genes, which comprised markers of both M1 (classically activated) and M2 (alternatively activated) macrophages. However, the M1-M2 paradigm remains controversial and may only reflect a simplified operational concept. There is now data to suggest that the increasingly recognized diversity and specialization of tissue resident macrophages may indeed be controlled by the environment in a tissue- and niche-specific manner, resulting in various subpopulations. For instance, a recent study suggests that the murine kidney may contain at least five discrete subpopulations, which might not be simply classified into conventional entities^38^.

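Of 12 markers of dendritic cells found in the deposited counts, 11 passed the filter, 10 were higher in bound fractions and 3 were called enriched. *Cd209a* had a log2 fold change of 3.49 (standard error 0.46, adjusted p = 0.00249, edgeR's quasi-likelihood test), *Clec10a* of 2.98 (standard error 0.48, adjusted p = 0.00587) and *Itgax* of 2.53 (standard error 0.52, adjusted p = 0.0183). *Itgax* lost its call in at least 1 fit that left out a library (adjusted p of up to 0.111). The median of the set was 1.10 (adjusted p = 0.0231, camera from limma, and 0.00893 with the replicate number as a block). The set did not pass with inter-gene correlation estimated from the data (adjusted p = 0.448, camera) or with limma's set test fry (adjusted p = 0.0951).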

Besides classical macrophage markers such as *CD68, CD11b* and *Adgre1(F4/80)*, we also identified a number of genes characteristic of dendritic cells. To date, there is no definitive cellular demarcation between macrophages and dendritic cells, and markers to identify either cell type overlap considerably^39^. Both cell types are closely related and share similar features, however macrophages seem to generally express higher levels of Csf1r when compared to dendritic cells^14^.

We have previously reported on a floxed TRAP mouse line that had been generated to allow induction of permanent eGFP-L10a expression following Cre-mediated recombination^22^. Generating Lyz2-Cre;CAG-eGFP-L10a^fl/fl^mice (Lyz2-Cre-L10a) led to constitutive, high-level eGFP-L10a expression in Lyz2-expressing cells, including macrophages, but irrespective of their subsequent cell fate. Comparison of the *in vivo* Mac^TRAP^ RNA-Seq dataset with the previous Lyz2-Cre-L10a microarray-based transcriptome showed a substantial overlap of hits including *Adgre1 (F4/80), CD68, C1qc* and *CD14*, but also important differences. Of note, a number of kidney macrophage-specific genes that we were able to identify exclusively with Mac^TRAP^ (Sup. Table 3), have attributed functions in podosome formation, phagocytosis and autophagocytosis. For instance, myosin Myo1e has been described as a component of macrophage podosomes that may be required for optimal MHC-II surface expression on macrophages^40,41^. Myosin Myo10 on the other hand has been shown to be recruited to phagocytic cups and to play a role in FcγR-mediated phagocytosis executed by macrophages^42^. The membrane-associated protein supervillin 1, encoded by *Svil1*, has been studied in primary human macrophages and demonstrated to be a key regulator of podosome turnover, podosomal matrix degradation and, interestingly, macrophage polarization^43^. Mac^TRAP^ also identified genes in resident kidney macrophages that are likely associated with (auto)phagocytotic processes. For example, there is evidence to suggest that autophagy related protein 7 *(Atg7)* and dynactin 4 *(Dctn4)* play a role in the autophagy-mediated clearance of *P. aeruginosa* by alveolar macrophages^44,45^. Atg7 has been described to have functions in LC3-dependent autophagy following TLR stimulation of macrophages, whereas the dynein-dependent motor Dctn4 has been shown to move autophagosomes along microtubules into lysosomes for degradation of damaged proteins and microbes. Moreover, we determined interferon-inducible gene 204 *(Ifi204)* to be an additional part of the renal macrophage translational signature, which has been reported to act as a potential regulator of the balance between macrophage proliferation and differentiation^46^. Interestingly, a very recent study has found that Ifi204 also plays a role in extracellular bactericidal activity of phagocytes through enhancing extracellular trap formation, thus promoting bacteria eradication and contributing to host defense against infection^47^.

A major strength of the Mac^TRAP^ approach is, that it captures macrophages with ongoing Csf1r-expression at the time of harvest quasi in real time, which may explain part of the distinctness of the herein reported translational profile when compared to the other models. Gene functional classification and annotation, GO term as well as GSEA analysis of the Mac^TRAP^ dataset revealed pronounced enrichment of immune-and actin/cytoskeleton-related terms. These findings are consistent with the assumed roles of macrophages in defensive mechanisms and immune responses as well as the growing body of evidence for the complexity and versatility of their actin filament cytoskeleton during migration, podosome formation and phagocytosis^48–52^. Of note, validation of the Mac^TRAP^ mouse included testing for responsiveness of transgene expression in kidney tissue, demonstrating a robust, *bona fide* eGFP-L10a induction upon inflammatory challenge *in vivo*. Furthermore, c-fms-eGFP-L10a expression is not restricted to macrophages of only the kidney of Mac^TRAP^ animals. We thus expect this TRAP line to be a valuable and universal tool for researchers interested in the study of macrophage biology as it may be applied in many different organs and disease models.

In summary, we have generated a novel macrophage-specific Mac^TRAP^ mouse line to facilitate the study of macrophages in complex tissues including the kidney. This tool will help to elucidate the macrophage biology during health and disease *in vivo* and may lead to the discovery of new therapeutic targets in inflammation-driven pathologies of the kidney and other organs.

## Methods

### Generation of transgenic c-fms-eGFP-L10a mice and maintenance

We first engineered an eGFP-L10a transgene under the control of the macrophage-specific promoter c-fms using standard cloning techniques. An adapter was added to the c-fms promoter (Topo cloning) to create a new Pac1 restriction site. The eGFP-L10a- cassette was integrated into the backbone of the c-fms plasmid following prior Pac1/Sal1 digestion. The construct (Sup. Fig. S1) was then sequenced and validated *in vitro*. Finally, Mlu1/Sal1 digestion produced the linearized complete transgene containing the c-fms promoter followed by the eGFP-L10a encoding sequence which was then successfully integrated into the genome of F1-hybrid mouse embryos (Gene Modification Facility, Harvard University) via pronuclear injection. All mouse studies were performed according to the animal experimental guidelines for laboratory mice issued by the Animal Care and Use Committee (IACUC) at Harvard University and Philipps-University Marburg. The experimental protocol was approved by the IACUC committee at Harvard University. Transgenic mice were maintained on a mixed C57BL/6JxDBA/2 background. Genomic DNA was obtained from tail biopsies and genomic integration of the c-fms-eGFP-L10a transgene verified via PCR-based genotyping using the following primers: sense: 5′-GGCATCGACTTCAAGGAGGA-3′, antisense: 3′-GGTCGTAGTTCTTCAGGCTGA-5′.

### Unilateral ureteral obstruction (UUO)

UUO surgery was performed as previously described^53^. In brief, mice were anesthetized with pentobarbital sodium i.p. (60 mg/kg) prior to surgery and placed in a prone position. The left kidney was accessed by retroperitoneal approach, the left ureter identified and ligated twice with a 4–0 silk suture. Seven days after UUO, mice were euthanized and organs harvested and processed for further studies.

### Mouse tissue preparation and histology

Mice were euthanized under deep isoflurane anesthesia and immediately perfused via the left ventricle with ice-cold PBS for 1 min. Kidneys were harvested, cut in transversal sections, fixed in freshly prepared 4% paraformaldehyde and 5 μm cryosections (Tissue Tek, Sakura) were stained using the following primary antibodies: rat anti-F4/80 (Abcam, 1:1000), rat anti-CD31 (eBioscience, 1:600), rabbit anti-CD3 (eBioscience, 1:300), rabbit anti-laminin (Sigma, 1:2000), rat anti-PDGFRβ (eBioscience, 1:800), mouse anti-αSMA (Sigma, 1:2500), rat anti-Ly6g (BD Pharmingen, 1:500). Sections were subsequently incubated with corresponding Cy3- or Cy5-conjugated secondary antibodies (Jackson ImmunoResearch, 1:400). For PAS staining, kidney sections were fixed in formalin. Images were captured using Nikon C1 confocal and Zeiss Axio Observer Z1 microscope, respectively.

### Western Blot

Western blotting was performed as previously described^23^. In brief, 10 mg of tissue was added to 500 µl ice cold radioimmunoprecipitation (RIPA) buffer containing a protease inhibitor (Roche) and homogenized on ice using a rotor-stator homogenizer (IKA) followed by centrifugation at 13,000 rpm at 4 °C for 30 min. Protein lysates were incubated in 4x Roti load sample buffer (Roth) for 5 min at 90 °C and resolved by SDS-PAGE (12% gels). Proteins were then transferred to PVDF membranes (Bio-Rad) using the Mini-Protean system (Bio-Rad). After blocking nonspecific binding, PVDF membranes were incubated with primary antibodies, including chicken anti-GFP (Aves Labs; 1:2000) for eGFP-L10a detection. Anti-GAPDH (Bethyl Labs, 1:5000) and anti-β-actin antibody (Santa Cruz, 1:10000) served as loading control. Membranes were subsequently probed with HRP-conjugated secondary antibody (Santa Cruz Biotechnology/ Bethyl Labs, 1:10000). Chemiluminescent detection of Proteins was performed using Clarity^TM^ ECL substrate (Bio-Rad) on the Fusion FX (Vilber) chemiluminescent imaging platform.

### RT-qPCR

RNA was extracted from tissue using standard techniques (RNAeasy kit; Qiagen). Purity was determined based on A_260/280_ ratios (Nano Drop, Thermo Fisher). 1 µg of RNA was reverse transcribed for each sample using iScript^TM^ reverse transcriptase (BioRad). Real-time quantitative PCR was performed on the ABI Prism 7500 Real-Time PCR System using iTaq universal SYBR^®^ Green reaction mix (Bio-Rad). The specific primers used for RT-qPCR are listed in Sup. Table 10. Expression values were normalized to the housekeeping gene GAPDH.

### Translational ribosome affinity purification (TRAP)

Polysomal RNA from whole organ lysates was extracted and purified as previously described^21^. In brief, mice were euthanized and perfused with ice-cold PBS under deep isoflurane (Baxter) anesthesia, kidneys removed and decapsulated, rapidly microdissected and transferred to 1 ml of ice-cold polysome extraction buffer. Samples were subsequently homogenized on ice using a Rotor-Stator homogenizer (IKA). Dynabeads (MyOne T1 Dynabeads, Invitrogen) coated with monoclonal anti-GFP antibodies (clones 19F7 and 19C8, 50 µg each per IP; Rockefeller) were added to the post-mitochondrial supernatant and incubated at 4 °C with orbital rotation for 4 hours. Beads were collected on a magnetic rack after incubation, washed repeatedly with ice-cold high-salt wash buffer and resuspended in Qiagen RNeasy lysis buffer. RNA was purified using RNeasy MinElute Cleanup Kit (Qiagen) including on-column DNase1 digestion (Qiagen).

### RNA quality control and RNA-Seq

For assessment of RNA quality and yield, purified RNA was measured using the Agilent 2100 Bioanalyzer^®^ system (Agilent Technologies) (Sup. Fig. S6). RNA samples with sufficient yield and RIN ≥ 9 were processed according to an ultra-low input protocol at DKFZ Heidelberg genomics core facility using Illumina HiSeq2000 RNA-Sequencing. Fast QC reports were analyzed after each run for quality control. FASTQ Mean Sequence Quality (Phred Score) was over 36 for each sample.

### Computational analysis of RNA-Seq data

The RNA-Seq data were mapped against the mouse reference genome GRCm38 using Hisat2^54^. The obtained SAM files were converted to BAM files using SAMtools “sort” command^55^ and subsequently made compatible for usage of the “.gtf” file of ENSEMBL (ftp://ftp.ensembl.org/pub/release-89/gff3/mus_musculus/). The resulting files were analyzed with DESeq2^56^. For the different representations the adjusted p value cut-offs as specified by DESeq2 were used. DAVID (database for annotation, visualization and integrated discovery) was used for functional interpretation and visualization of overrepresented genes. GO functional gene set enrichment and pathway analyses were performed using STRING database^28^ and Enrichr^29^.

### Statistics

Data are shown as mean ± SEM if not otherwise indicated. Statistical analysis was performed and graphs prepared using Prism software. The unpaired Student’s *t* test was used to determine differences between groups. P values of less than 0.05 were considered statistically significant.

## Supplementary information

Supplementary information .

## Data Availability

Raw data are deposited at GEO: GSE136265.

# Supplementary material for: Development of a new macrophage-specific TRAP mouse (MacTRAP) and definition of the renal macrophage translational signature
**Source:** Sci Rep. 2020 May 5;10:7519. doi: 10.1038/s41598-020-63514-6
**Supplement:** Supplementary file 1 — Supplementary information .

# Supplemental Figures

Development of a new macrophage-specific TRAP mouse (Mac<sup>TRAP</sup>) and definition of the renal macrophage translational signature

Andreas Hofmeister, Maximilian C. Thomassen, Sabrina Markert, André Marquardt, Mathieu Preußner, Martin Rußwurm, Ralph Schermuly, Ulrich Steinhoff, Hermann-Josef Gröne, Joachim Hoyer, Benjamin D. Humphreys, Ivica Grgic

# Sup. Fig. S1

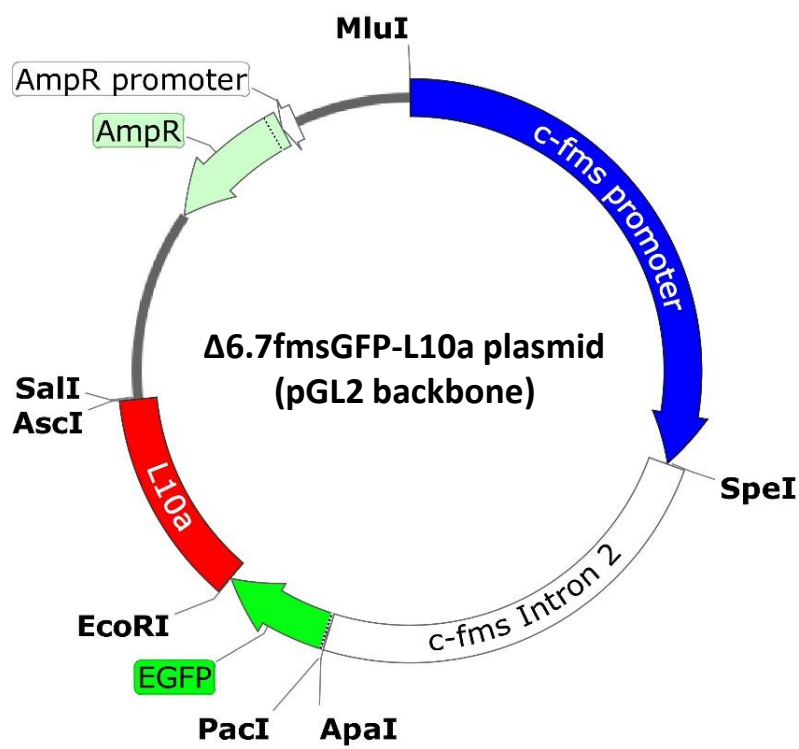

**Sup. Fig. S1:** Plasmid map of the engineered c-fms-eGFP-L10a expression vector. Mlu1/Sal1 digestion was used for linearization and extraction of the transgene.

# Sup. Fig. S2

A

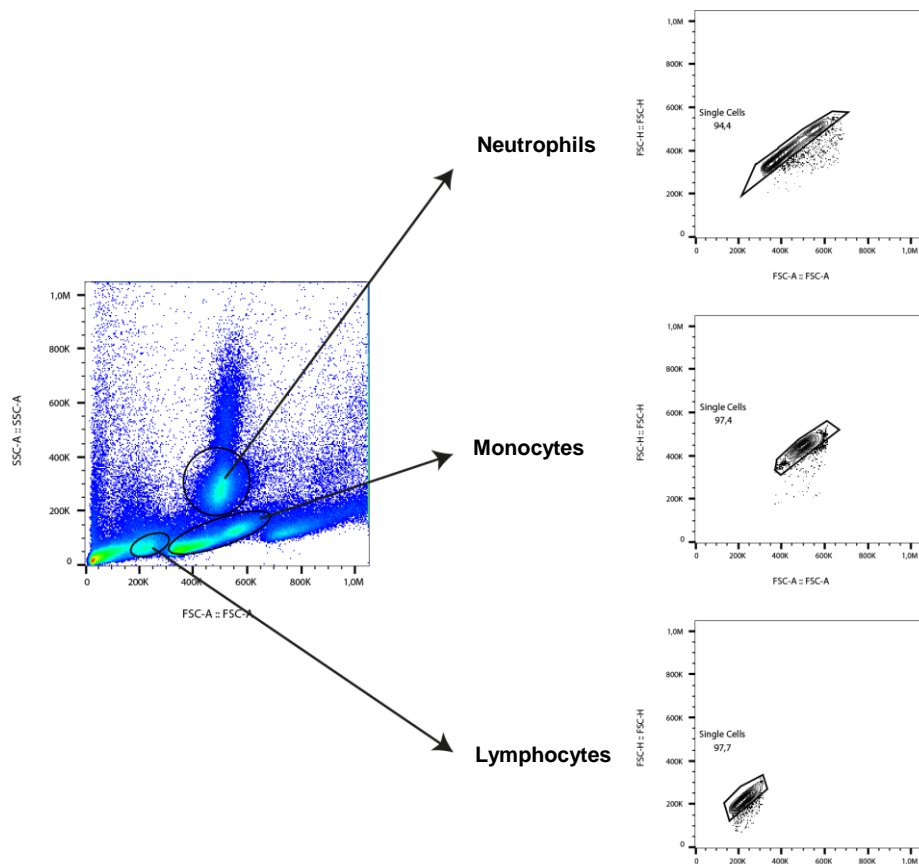

B

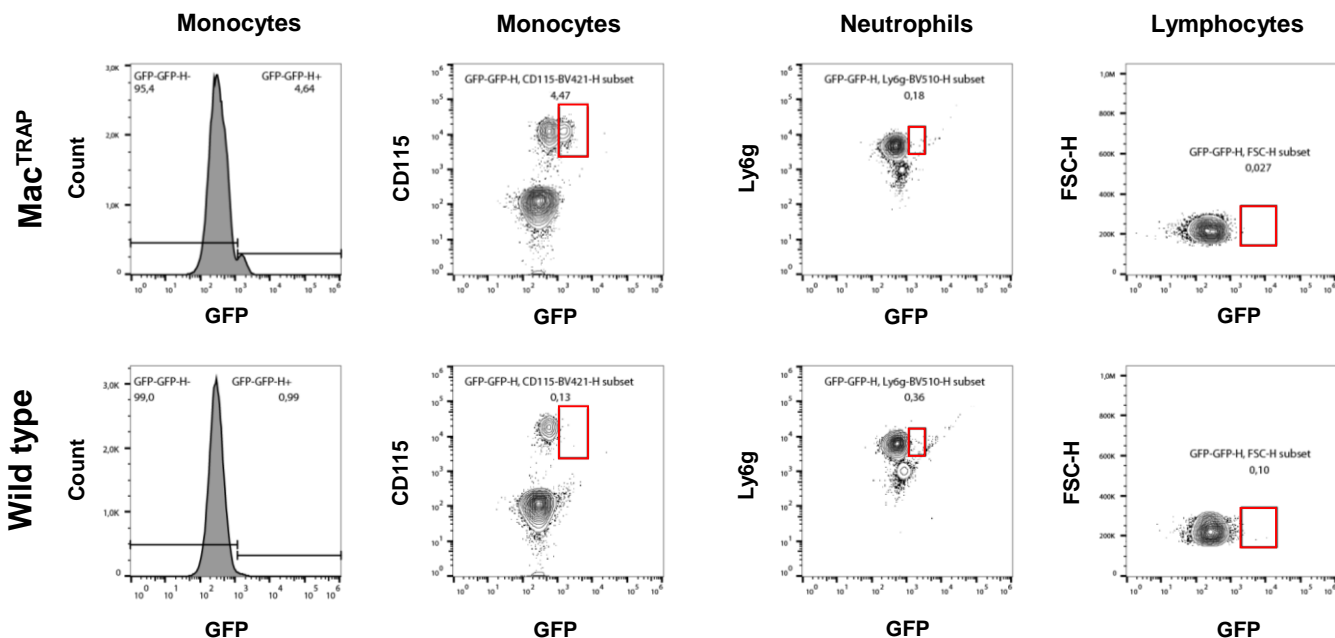

**Sup. Fig. S2: FACS analysis detects eGFP-L10a signals in monocytes but not in neutrophils or lymphocytes isolated from peripheral blood of Mac<sup>TRAP</sup> mice. (A) Gating strategy to define monocyte, neutrophil and lymphocyte populations. Only single cells contributed to the analysis. (B) GFP-fluorescence was specifically detected in CD115<sup>+</sup> monocytes, but not in Ly6g<sup>+</sup> neutrophils or lymphocytes of Mac<sup>TRAP</sup> mice. Blood samples from wild-type mice served as negative controls. Representative plots are shown, n=6.**

# Sup. Fig. S3

## A

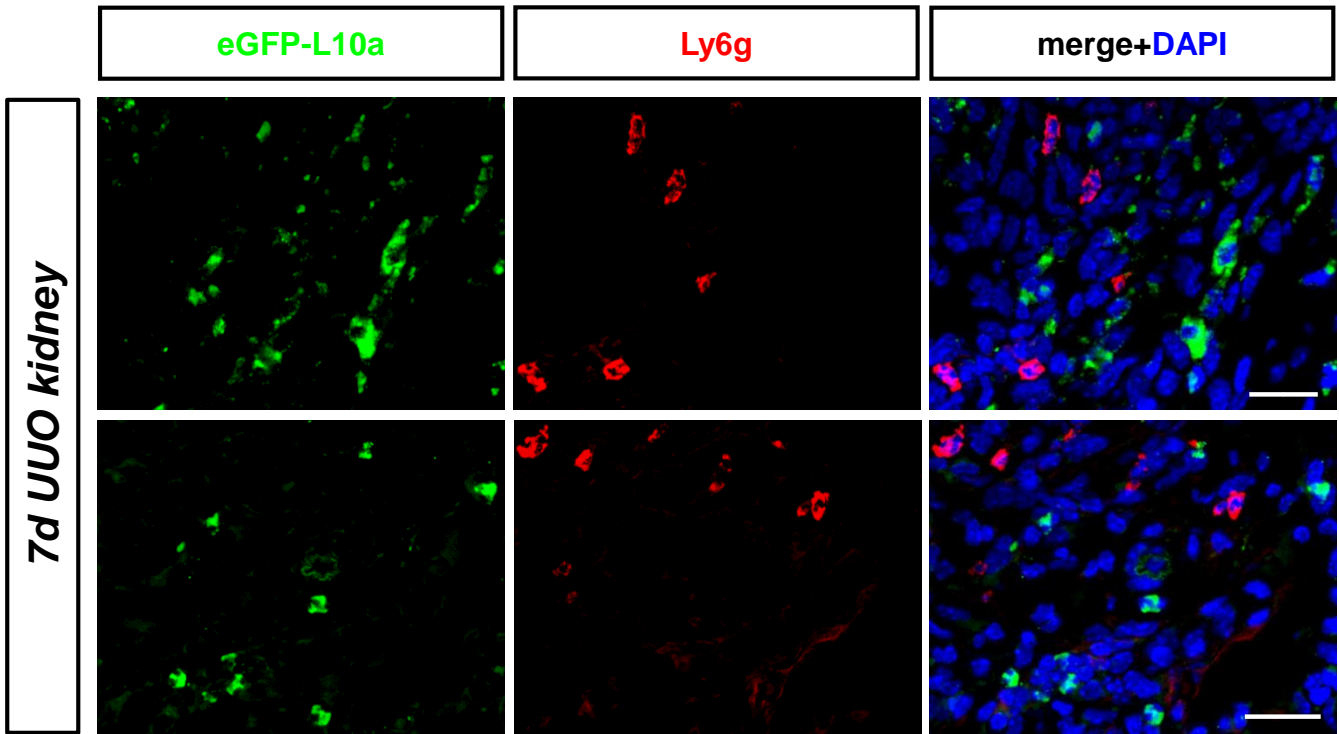

## B

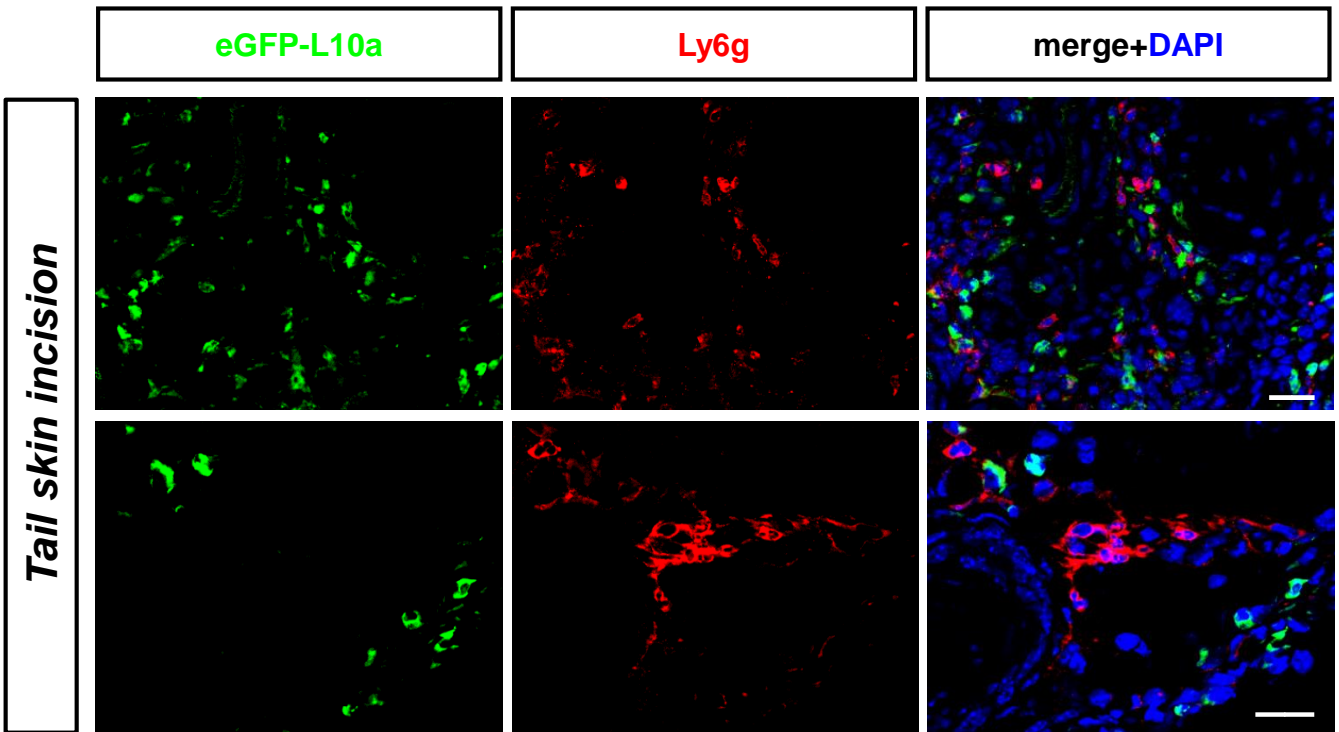

**Sup. Fig. S3: Immunostaining for mature neutrophils in fibrotic kidney tissue and tail skin biopsies from Mac<sup>TRAP</sup> mice.** (A) Only a very small fraction of Ly6g<sup>+</sup> neutrophils is positive for eGFP-L10a in fibrotic kidneys after 7d UUO ( $0.42\% \pm 0.29\%$ ; 468 cells counted, n=3). (B) Immunostaining of tail skin biopsies shows that only a very small fraction of Ly6g<sup>+</sup> neutrophils is double-positive for eGFP-L10a ( $0.98\% \pm 0.52\%$ ; 517 cells counted, n=3). Scale bar: 20 $\mu$ m.

Sup. Fig. S4

Spleen

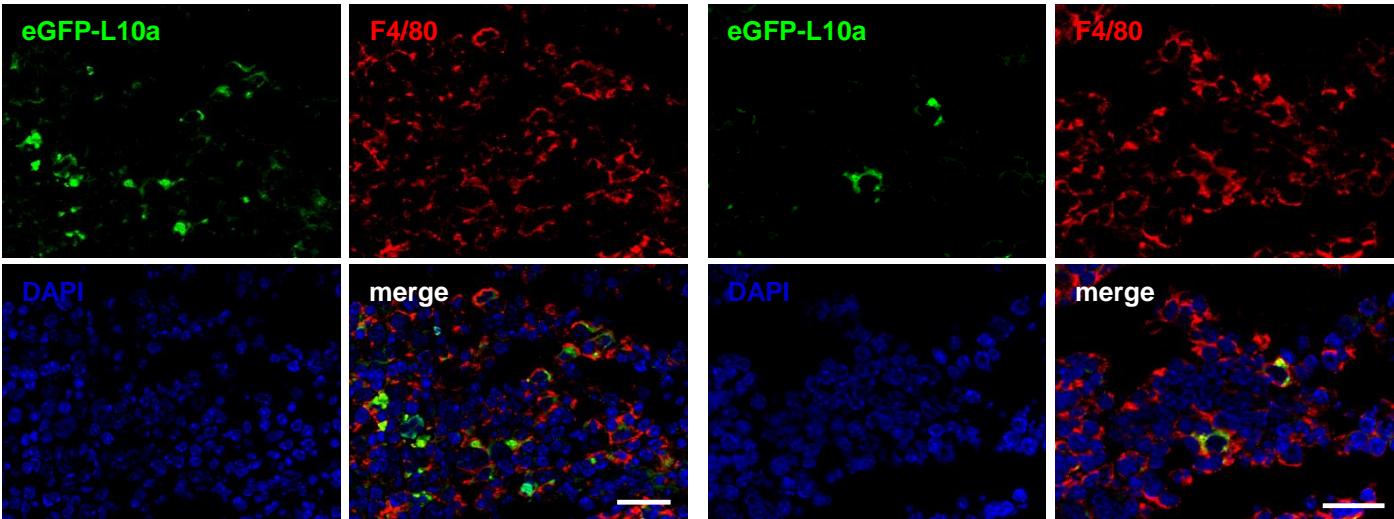

Lung

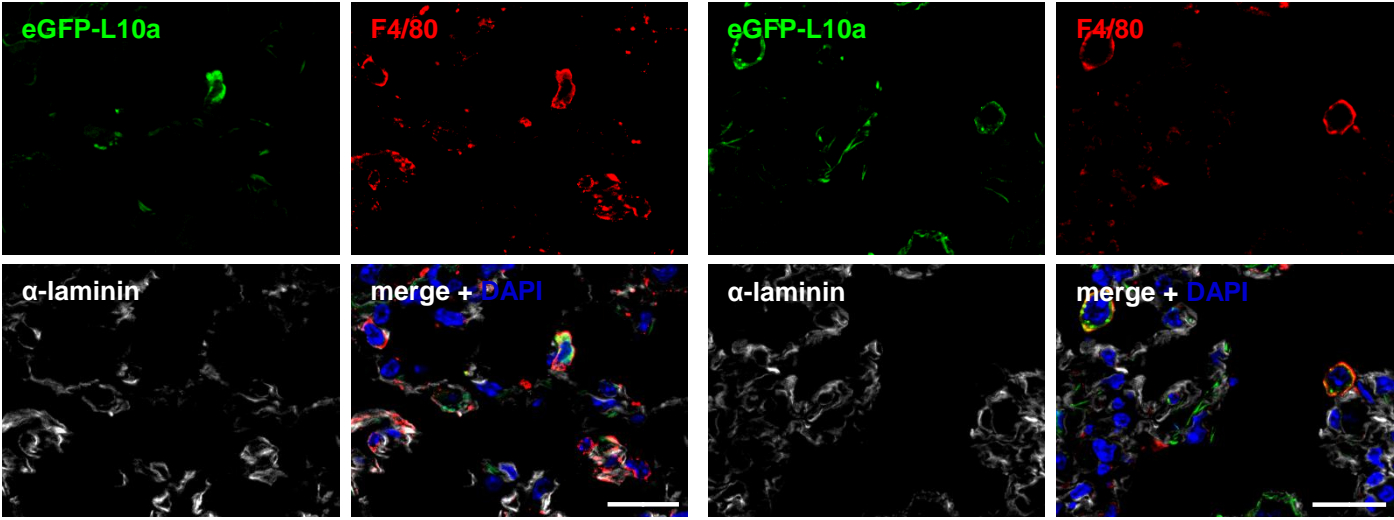

Liver

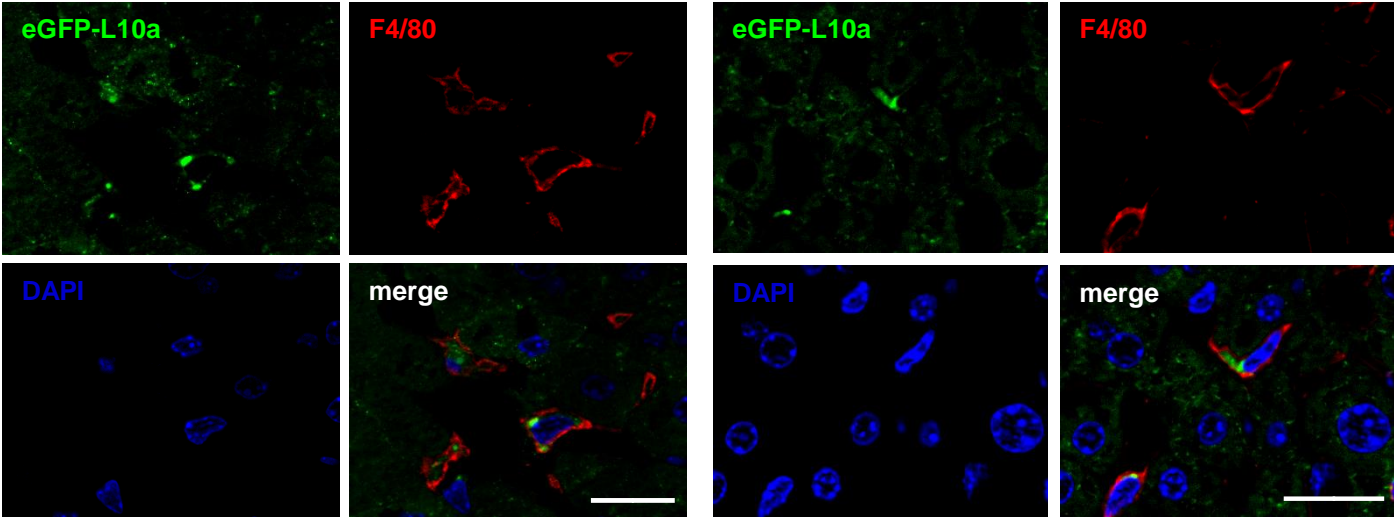

Sup. Fig. S5

Skin

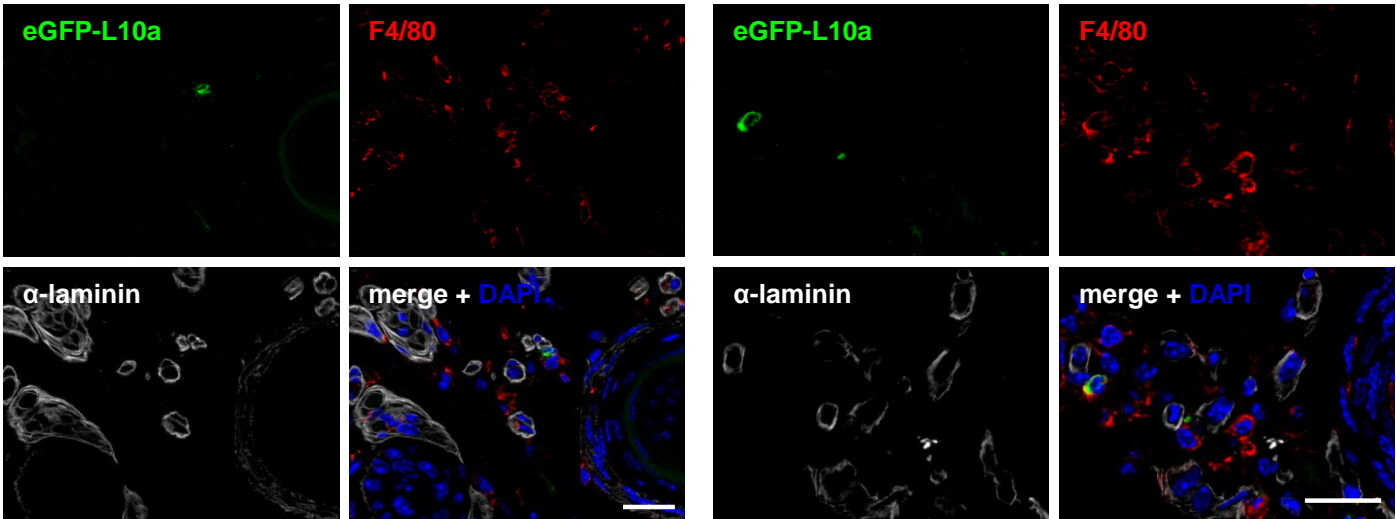

Heart

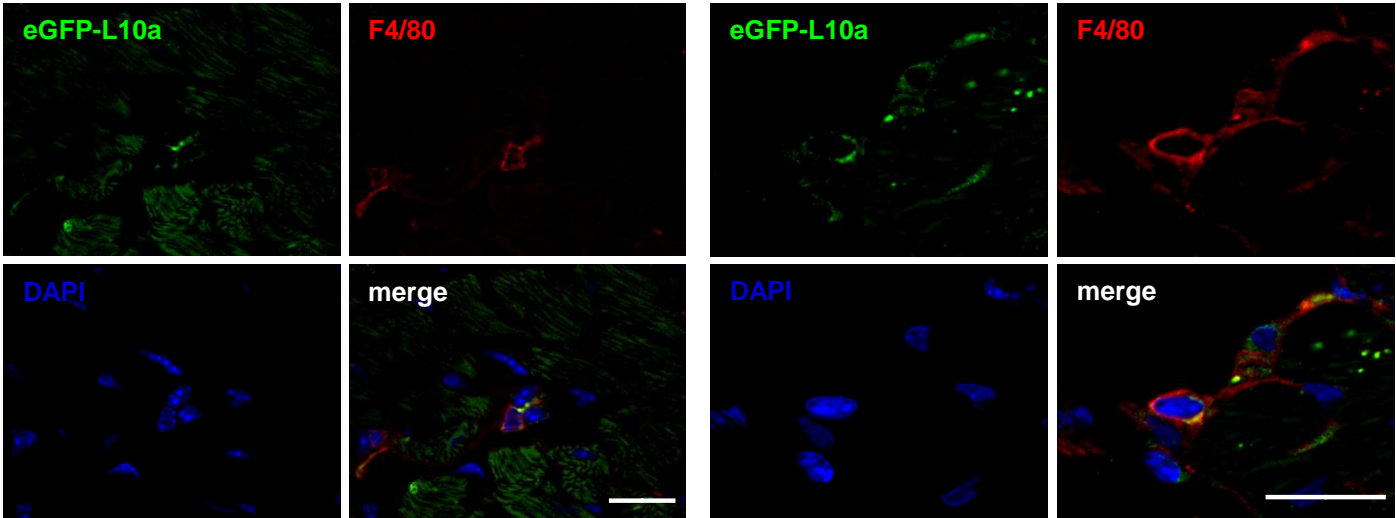

Aorta

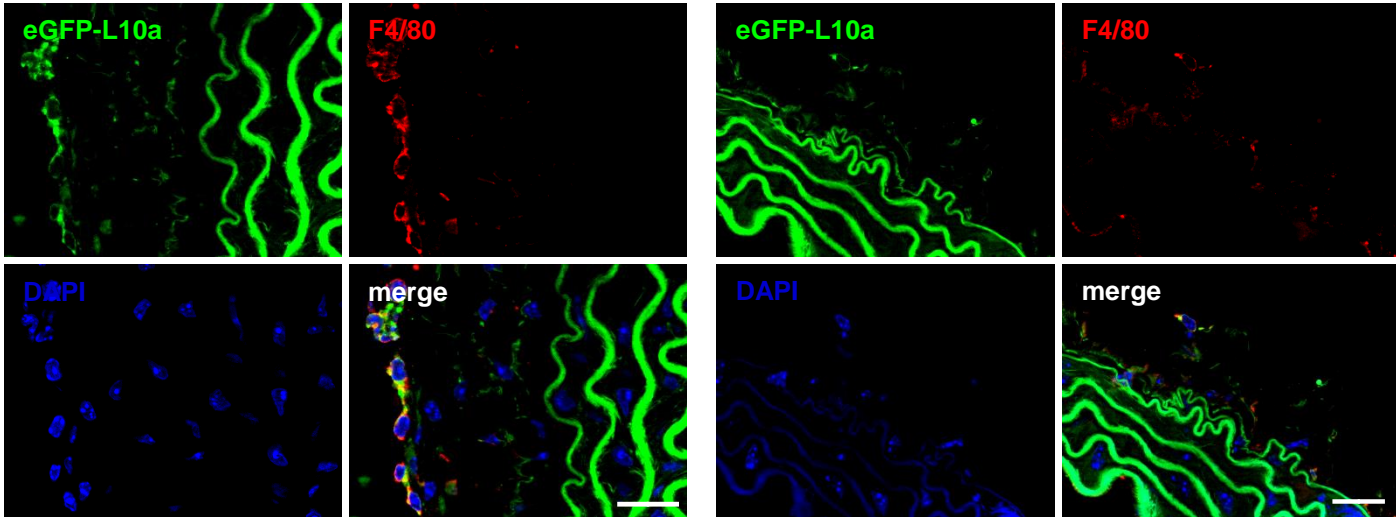

**Sup. Fig. S4+S5: Detection of eGFP-L10a<sup>+</sup> cells in various other organs and tissues of Mac<sup>TRAP</sup> mice by fluorescence microscopy.** EGFP-L10a expressing cells were also identified in other organs including spleen, lung, liver, skin, heart and aorta. Immunostaining confirmed macrophage-specificity (costaining with macrophage surface marker F4/80, *red*) and interstitial localization (highlighted by anti-laminin staining, *white*). Scale bar: 20μm.

# Sup. Fig. S6

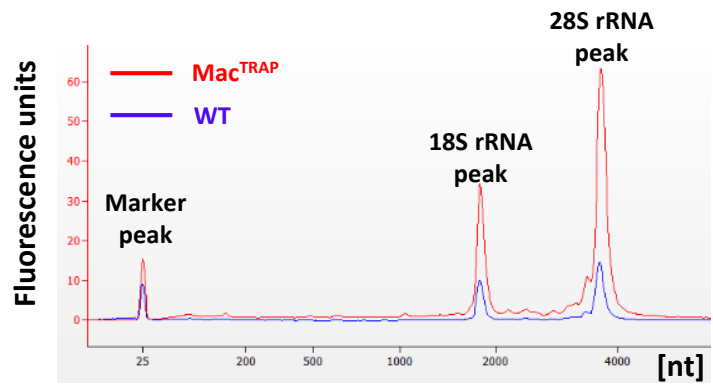

**Sup. Fig. S6: Quality control of TRAP extracted RNA.**

Representative Agilent 2100 Bioanalyzer® run of bound TRAP-RNA from a Mac<sup>TRAP</sup> mouse kidney (red) and WT control (blue). Only TRAP-RNA samples with an RNA integrity number (RIN) >9 indicating excellent quality were used for downstream analyses including RNA-Seq; nt=nucleotides.

# Sup. Fig. S7

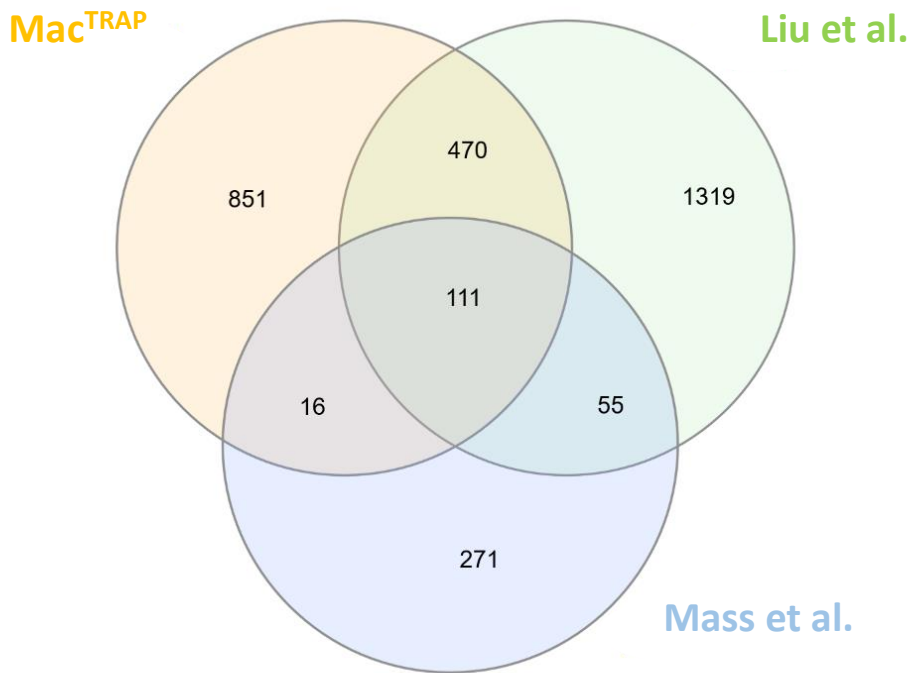

**Sup. Fig. S7: Venn diagram between Mac<sup>TRAP</sup>-generated translational profile of adult kidney macrophages and two published kidney macrophage-enriched expression profiles.** We cross-referenced the Mac<sup>TRAP</sup> dataset ( $\geq 2$  fold enriched;  $p < 0.05$ ) with data from Liu et al, 2014 (microarray analysis,  $\geq 2$  fold enriched,  $p < 0.05$ ; kidneys from 7 week old Lyz2-L10a mice with Cre-mediated, irreversible recombination) and data published by Mass et al, 2016 (bulk RNA-Seq, top 453 enriched genes; FACS-based approach extracting CD45<sup>+</sup>, CD11b<sup>+</sup> and F4/80<sup>+</sup> macrophages from p21 mouse kidneys). 111 genes were co-enriched among all datasets, featuring classical macrophage marker genes such as Csf1r, CD68, CD86, Cd14 and Lyz2 (see also Sup. Table 2).

# Sup. Fig. S8

## A

### Cluster 1: Immunity

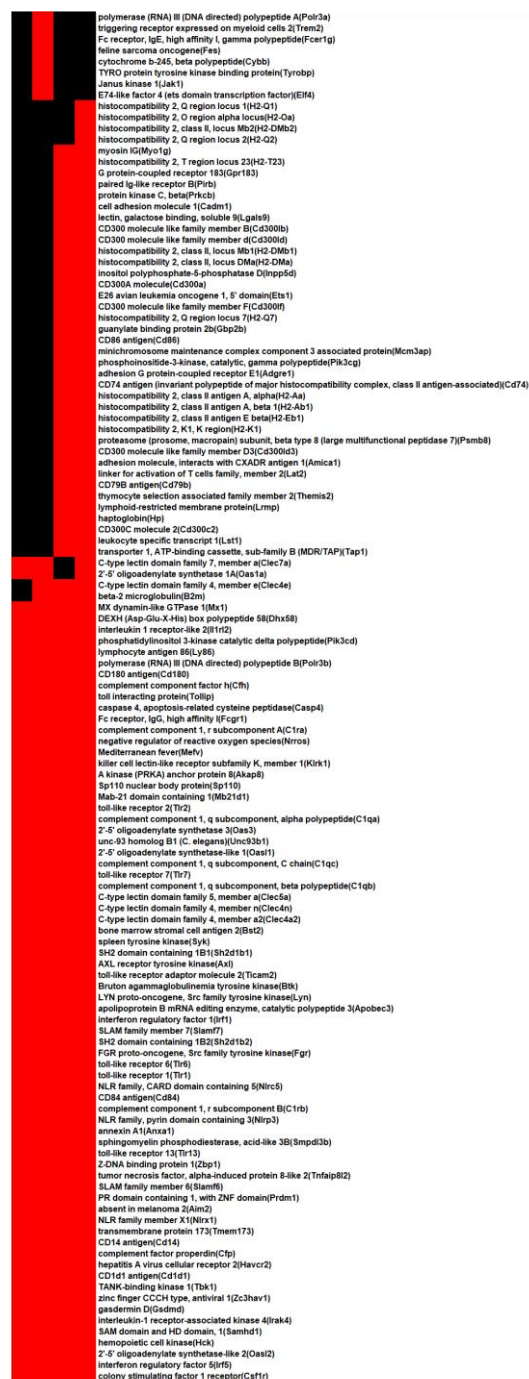

## B

### Cluster 2: Actin binding

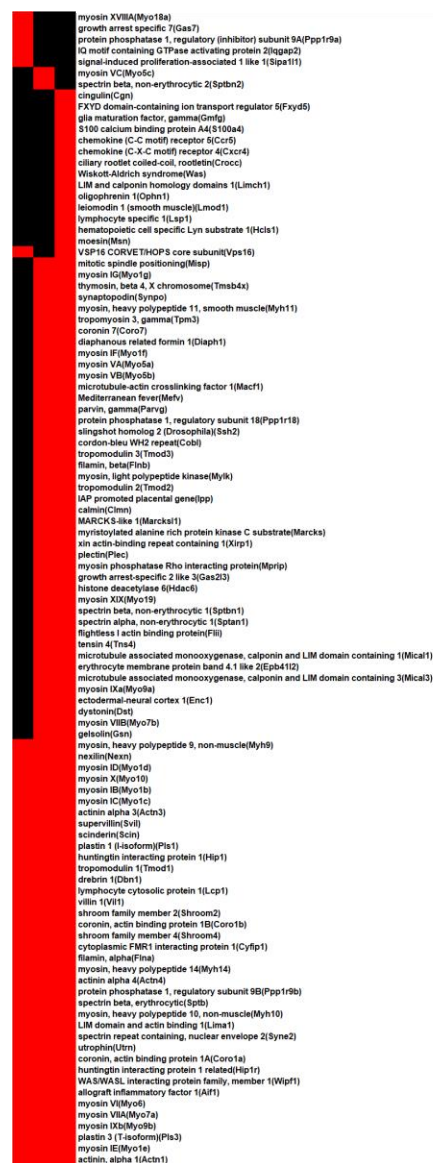

CD006181-9-actin binding  
Actin-binding

Sup. Fig. S8: DAVID Functional annotation clustering of renal Macrophage translational profile derived from Mac<sup>TRAP</sup> and RNA Seq. Examples of 2D functional annotation clusters. A) Annotation cluster 1: Immunity B) Annotation cluster 2: Actin binding. Full analysis is presented in Supplemental Table 8.

# Sup. Fig. S9

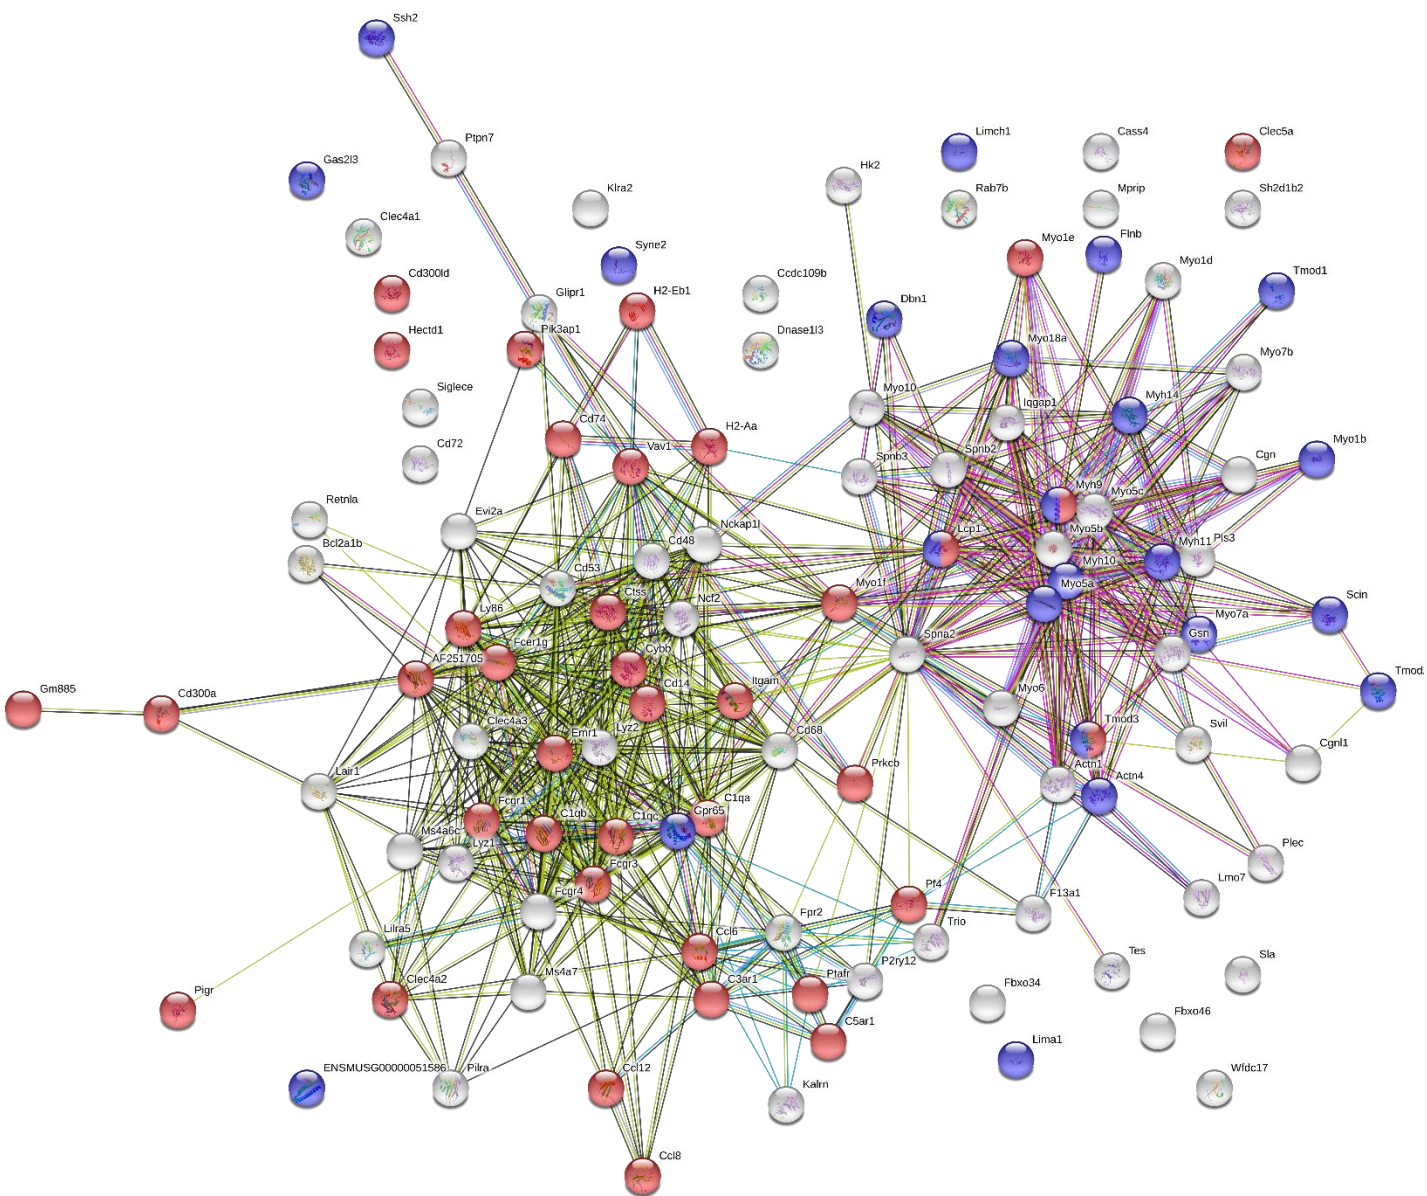

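At a change of at least 8-fold, 266 genes were enriched with an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 265 of them are in Sup. Table 1. The paper's own log2 fold changes in Sup. Table 1 reach 8-fold for 129 genes. For 41 genes the paper names, the listed values lay within 0.000513 of those from DESeq2 with its normal prior, which shrinks fold changes. The fold changes from edgeR's test used no such prior, so 266 and 129 are not counts by the same measure.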

**Sup. Fig. S9: Interaction network of genes with strongest enrichment in Mac<sup>TRAP</sup> kidney macrophages ( $\geq 8$  fold,  $p < 0.05$ ) generated by StringDB. Red nodes represent genes enriched in immune system processes; blue nodes correspond to actin filament based processes.**

# Sup. Fig. S10

**A**

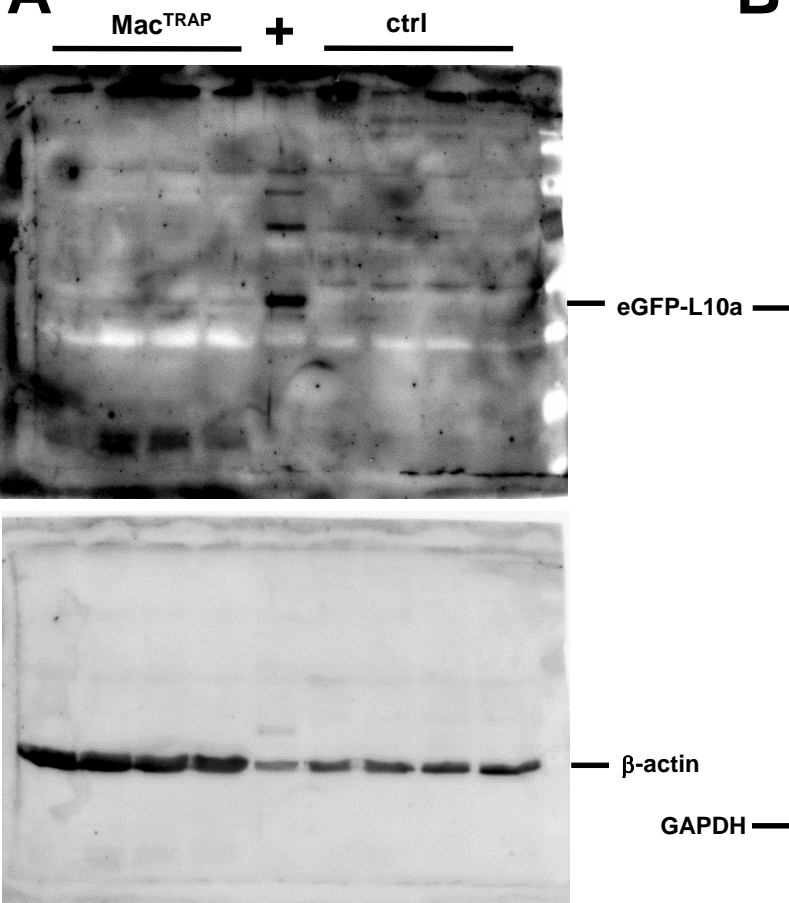

**B**

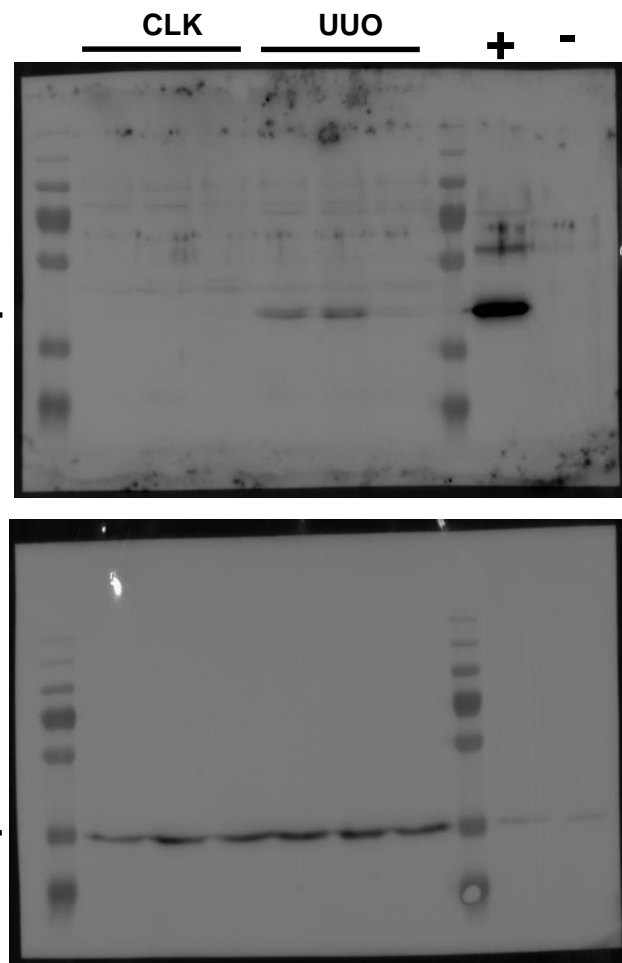

**C**

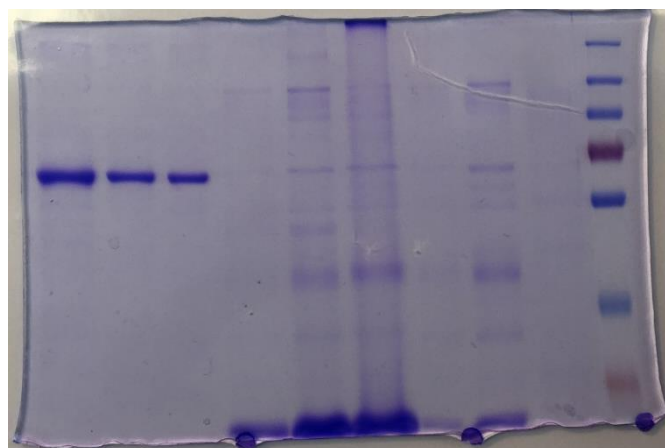

**Sup. Fig. S10 (A)** Full-length Western blots shown in Fig. 1H. Blots were loaded with spleen lysates from Mac<sup>TRAP</sup> mice and lysates from WT controls. Upper blot was probed with an anti-GFP antibody (expected height of the eGFP-L10a band is indicated); lower blot was probed with an anti-β-actin antibody for loading control. **(B)** Full-length Western blots shown in Fig. 3D. Blots were loaded with protein lysates of 7d UUO and contralateral (CLK) controls kidneys from Mac<sup>TRAP</sup> mice. Upper blot was probed with an anti-GFP antibody (expected height of the eGFP-L10a band is indicated); lower blot was probed with an anti-GAPDH antibody for loading control. Kidney lysates from Podo<sup>TRAP</sup> (Grgic et al. 2014) and WT mice served as positive (+) and negative (-) controls for eGFP-L10a. **(C)** Full-length Coomassie gel depicted in Fig. 2C.

# Supplementary Methods

## FACS:

Peripheral blood from mice was obtained from the fascial vein and added to 1 ml HBSS prep (0.5% FCS [v/v], 20 mM HEPES in 1x PBS), supplemented with 80 µl heparin (25 I. E./ ml). For the following wash steps, the cells were centrifuged at 300g and 4 °C for 10 min. For erythrocyte lysis, the cell suspension was incubated with 5.0 ml  $\text{NH}_4\text{Cl}_2$  at RT for 5 min. After washing with PBS containing 1% FCS, FcγR mouse blocking reagent (Miltenyi) was added according to manufacturers instructions to block unspecific antibody binding to surface FcγRs. For antibody staining, antibodies were diluted in PBS containing 1% FCS and incubated for 20 min at 4°C. Cells were washed with PBS containing 1% FCS for removal of unbound antibodies and subsequently sorted by flow cytometry (Attune NxT cytometer, Thermo Fisher). The data was analyzed using FlowJo software (BD). The following antibodies were used for FACS: rat anti-CD115-BV421 clone AFS98 (BioLegend, 1:300) and rat anti-Ly6g-BV510 clone 1A8 (Biolegend, 1:300).

# Supplemental Tables

Development of a new macrophage-specific TRAP mouse (Mac<sup>TRAP</sup>) and definition of the renal macrophage translational signature

Andreas Hofmeister, Maximilian C. Thomassen, Sabrina Markert, André Marquardt, Mathieu Preußner, Martin Rußwurm, Ralph Schermuly, Ulrich Steinhoff, Hermann-Josef Gröne, Joachim Hoyer, Benjamin D. Humphreys, Ivica Grgic

- Supplemental Table 1: Mac<sup>TRAP</sup> Gene expression list ( $\geq 2x$  enriched,  $p < 0.05$ , 1448 Genes)
- Supplemental Table 2: Core macrophage transcripts (Venn diagramm)
- Supplemental Table 3: Genes exclusively identified in Mac<sup>TRAP</sup> dataset
- Supplemental Table 4: DAVID functional classification chart
- Supplemental Table 5: DAVID functional annotation chart
- Supplemental Table 6: DAVID UP\_TISSUE
- Supplemental Table 7: DAVID UP\_TISSUE complete
- Supplemental Table 8: DAVID functional annotation clustering
- Supplemental Table 9: StringDB GO Biological Processes enrichment
- Supplemental Table 10: Primers used for RT-qPCR

# Supplemental Tables

Development of a new macrophage-specific TRAP mouse (Mac<sup>TRAP</sup>) and definition of the renal macrophage translational signature

Andreas Hofmeister, Maximilian C. Thomassen, Sabrina Markert, André Marquardt, Mathieu Preußner, Martin Rußwurm, Ralph Schermuly, Ulrich Steinhoff, Hermann-Josef Gröne, Joachim Hoyer, Benjamin D. Humphreys, Ivica Grgic

- Supplemental Table 1: Mac<sup>TRAP</sup> Gene expression list ( $\geq 2x$  enriched,  $p < 0.05$ , 1448 Genes)
- Supplemental Table 2: Core macrophage transcripts (Venn diagramm)
- Supplemental Table 3: Genes exclusively identified in Mac<sup>TRAP</sup> dataset
- Supplemental Table 4: DAVID functional classification chart
- Supplemental Table 5: DAVID functional annotation chart
- Supplemental Table 6: DAVID UP\_TISSUE
- Supplemental Table 7: DAVID UP\_TISSUE complete
- Supplemental Table 8: DAVID functional annotation clustering
- Supplemental Table 9: StringDB GO Biological Processes enrichment
- Supplemental Table 10: Primers used for RT-qPCR

**Genes  $\geq 2$  fold enriched  $p < 0.05$  in Mac<sup>TRAP</sup> dataset**  
**1448 Genes**

**Genes overlapping in Venn Diagramm (Sup. Fig. S7) with Liu et al., Mass et al.  
total: 111 Genes**

ptpn6  
flna  
tgfb1  
sdc3  
tyrobp  
klf13  
slamf9  
lyz2  
hcls1  
fgd2  
p2ry6  
selplg  
cyfip1  
ccnd2  
c3ar1  
siglece  
pla2g7  
h2-aa  
pld4  
plbd1  
arhgdib  
fermt3  
cybb  
slc11a1  
laptm5  
vav1  
ncf2  
ctsc  
c1qc  
c1qb  
c1qa  
ctss  
axl  
tubb2a  
hpgd  
lsp1  
dnase1l3  
rtp4  
lcp1  
lilra5  
c5ar1  
il10ra  
ly86  
h2-dma  
cd93  
cd74  
cd72

cyth4  
csf1r  
coro1b  
coro1a  
txnip  
efhd2  
pea15a  
h2-eb1  
cd83  
cd86  
cd68  
tlr2  
tlr1  
stab1  
fam105a  
lgals3bp  
rgs10  
ebi3  
h2-dmb1  
gsn  
fxyd5  
cxcl16  
hexa  
marcks  
irf5  
irf8  
themis2  
rac2  
trf  
cmtm3  
myo1f  
slco2b1  
cfp  
pf4  
fes  
mpeg1  
lrrc25  
h2-k1  
bin2  
mafb  
nrros  
gpr65  
mrc1  
rhog  
adrb2  
unc93b1  
ms4a7  
ehd4  
clec4n  
h2-ab1

apoe  
sirpa  
fcgr1  
spi1  
cx3cr1  
tmsb4x  
lpcat2  
cd14  
fcer1g  
cd53  
fcgr4  
fcgr3  
dusp6  
mgl2

**Genes exclusively expressed in Mac<sup>TRAP</sup> dataset (Venn Diagramm Sup. Fig. S7)**  
**total: 851 Genes**

supt6  
gm4873  
olfr128  
gm45910  
ighv1-62  
gm4907  
plxna4os1  
gm15931  
myo15b  
ube2t  
casp12  
dnajc13  
ighv1-81  
ighv1-82  
nup205  
paf1  
ap4e1  
ankle1  
ighv6-3  
ccdc88c  
akap8l  
cul7  
usp8  
ighv2-6  
nes  
selenbp1  
selenbp2  
jaml  
gm42888  
dctn4  
gm44224  
wdr7  
wdr6  
cxcl3  
elac1  
igkv15-103  
adck1  
pwp1  
lrfn5  
ighv8-12  
fbxw8  
1600010m07rik  
mprip  
stxbp3  
bbc3  
agmo

spag5  
bms1  
il1rn  
gm26624  
wdr93  
gm5996  
wdr90  
flnb  
aass  
vnn3  
kank4  
hltf  
kbtbd7  
gm5422  
cd1d1  
efna5  
rad50  
ppp1r9a  
ighmbp2  
fetub  
eya1  
pkib  
foxp2  
fbxo46  
serpinb9f  
nup43  
gm15922  
gmfg  
eif3d  
crocc  
ighv1-76  
ighv1-71  
ighv1-72  
Sep 10  
ptprs  
myo18a  
ptprd  
ptpro  
kif14  
dst  
dsp  
gm7030  
zfp282  
h2-q1  
h2-q2  
nav3  
ube3a  
pygb  
pygl  
pygm

pfas  
chd8  
stx11  
sipa1l1  
sipa1l2  
gm7292  
slamf6  
dnah8  
arhgap23  
mpdz  
st5  
mtbp  
ai506816  
ctps2  
kalrn  
aldh1b1  
gm43027  
olfr816  
heatr1  
cfap46  
ac133079.1  
olfr1291-ps1  
dsccl  
olfr1205  
smu1  
hk1  
nlrx1  
dhtkd1  
ear1  
gm11224  
gm11787  
klhl28  
mettl14  
epg5  
gm9540  
gm8815  
gm17944  
wdr81  
olfr57  
lama4  
f13b  
gfm1  
gfm2  
plcl1  
casc1  
ap3m1-ps  
mut  
utp4  
hic2  
ascc3

gm28875  
anapc4  
psmd2  
tmem150b  
nprl2  
myh10  
myh11  
myh14  
a730062m13rik  
nexn  
ttc21b  
zic4  
atg7  
ermap  
ptpn14  
acot2  
rad21  
prkdc  
gm42568  
bbs2  
fam83h  
zfp185  
klhl9  
aifm1  
nedd4  
actn3  
actn1  
2900026a02rik  
espl1  
kcnq1ot1  
virma  
hmgcs1  
bc035044  
gm18860  
klhl22  
myom1  
hrh1  
coro7  
dhx8  
plekhg3  
gm14548  
gm8953  
gm26510  
sptan1  
amot  
znrf3  
napepld  
myo9a  
aco1  
hdac4

hdac6  
hdac8  
dlec1  
akap8  
dstyk  
adgrb3  
ighv1-62-3  
ighv1-62-2  
skiv2l2  
son  
mical3  
tnks1bp1  
pck2  
nudcd1  
rtcb  
gm11516  
ear-ps2  
cfhr2  
cfhr3  
abcb4  
pwp2  
tns4  
klk7  
trio  
hectd3  
hectd1  
lrp4  
hectd4  
h2-ea-ps  
gm44436  
zfp316  
hadhb  
hadha  
gm13910  
ppp2r2a  
gm37868  
mad1l1  
tubgcp6  
cmtr2  
gm10499  
pld5  
ighv10-3  
ocstamp  
bhmt2  
gm6382  
scn2b  
svil  
yod1  
atp6v1a  
pou1f1

plg  
cnnm4  
cttn  
vps16  
vps11  
ipp  
fam196a  
gm11218  
cluh  
cramp1l  
fermt1  
cad  
nemf  
ighv4-2  
ighv4-1  
rapgef3  
ai662270  
usp29  
gm43587  
lipt1  
gm18445  
ac110043.1  
gm33370  
gm37877  
gm37706  
apeh  
gm18840  
serpina3g  
amotl2  
tollip  
fyb2  
nbas  
syde2  
got1  
nuf2  
pik3c2b  
pik3c2a  
ctnnbl1  
cobl  
nwd2  
plec  
itpr2  
itpr3  
nup107  
dpys  
kif26a  
acsl4  
depdc1a  
xpnpep1  
myo7b

copa  
gm21188  
gm26880  
wdr35  
wdr36  
wdr33  
gm15964  
oplah  
cnr1  
gm5640  
gm5131  
sec16b  
gm13205  
pcm1  
cdc42bpb  
ren1  
eme1  
gk2  
rrm2  
tubgcp2  
usp37  
smc1a  
slc14a1  
gm45292  
synpo  
gm4117  
mycn  
nphp3  
amer1  
gm4788  
akap11  
aox1  
cd101  
nr6a1  
atad2b  
d6wsu163e  
pik3r4  
gfpt1  
ambra1  
stambp  
pole  
thbd  
ccdc126  
gm7823  
platr30  
ppfia4  
prpf8  
skiv2l  
elovl4  
lmod1

ints1  
arhgef17  
c1rb  
ints9  
gse1  
prokr1  
gigyf1  
frem2  
pepd  
gm43728  
myo6  
ctr9  
olfr787  
gm16332  
fbxo34  
plch1  
dock9  
rubcnl  
jak1  
cpne8  
gm16421  
phf11b  
phf11c  
dars  
hsdl2  
sec23ip  
gm45191  
isg15  
pik3c3  
gm45179  
sh2d1b2  
trappc9  
maoa  
btbd9  
ston2  
lonp2  
crybg1  
crybg2  
mycbp2  
helz2  
tbck  
ac186674.1  
mkln1  
igsf3  
gm15544  
stxbp3-ps  
lilra6  
lrsam1  
4933438k21rik  
nsun6

vps13d  
vps13b  
klra7  
2900097c17rik  
pdcd11  
ranbp2  
ptpn23  
cdh23  
reln  
dysf  
uevld  
cct3-ps1  
wif1  
snd1  
myo5c  
myo5b  
ift172  
gm5936  
eftud2  
sirpb1c  
4930402h24rik  
nrep  
hmmr  
ighv9-3  
ighv9-1  
dppa3  
gm5118  
kif1b  
mylk  
lsg1  
immt  
2010008c14rik  
shroom2  
vil1  
plce1  
shroom4  
srpk3  
pgbd5  
exoc4  
tspyl3  
pfkp  
pfkm  
papss1  
taf7  
tes  
ighv5-9  
msh6  
ighv5-4  
h2-q6  
glud-ps

arhgap45  
emilin2  
emilin1  
cnbd2  
hsd17b4  
myom2  
inpp5b  
ighg2b  
hacl1  
shmt2  
gm37629  
rhpn2  
lima1  
rbbp7  
pcdh15  
polr3b  
c1ra  
las1l  
ntrk3  
kdm4c  
kdm4b  
ddx11  
c230071h17rik  
shq1  
c130073e24rik  
gas2  
gm6904  
5031425f14rik  
gm19617  
top3a  
lmtk2  
pdp2  
egf  
inafm2  
helb  
pcx  
fpr2  
mefv  
pan2  
pdzrn4  
ets1  
cdk5rap1  
sacm1l  
cdc25c  
clmn  
plcd4  
gm35570  
icam1  
suox  
fto

taf1  
elp2  
rad54l  
selenon  
tnem2  
misp  
gm10440  
pikfyve  
ac134249.1  
lrch3  
kdm5a  
kdm5b  
kdm5c  
pprc1  
parn  
syne2  
fam43a  
dtl  
pde4c  
crnkl1  
dsc2  
brca2  
gys1  
olfr1090  
gys2  
hgd  
ighv5-9-1  
plat  
acaca  
cspg4  
ighv1-53  
tpbgl  
9330162b11rik  
gm11397  
pls1  
pls3  
nup98  
olfr1279  
clp1  
wdr72  
wdr75  
bc021767  
sec23a  
sec23b  
supt16  
pira2  
ighv1-18  
gm13710  
adam23  
gm42715

fign1  
capn7  
arhgef28  
nectin4  
capn8  
plcg1  
mccc2  
mccc1  
nup133  
itpripl1  
gm43715  
gm42482  
zfp110  
gm18360  
slc38a11  
h2-dmb2  
magee1  
pmpca  
gm15523  
atg9b  
fuk  
birc6  
sardh  
xirp1  
szt2  
pyroxd1  
nol6  
smc3  
smc5  
exd1  
gm37151  
exph5  
cuedc1  
olfr1440  
tbc1d4  
ttc21a  
ift140  
ddx3y  
igha  
ighd  
nup88  
dcaf12l1  
3110080o07rik  
rab3gap1  
a430093f15rik  
wdr61  
lars  
ahctf1  
cd300c2  
ighj4

ighj1  
tbl3  
rngtt  
ac155249.1  
ighv1-26  
cgn  
pnpt1  
gm4764  
efl1  
gtf3c1  
spg11  
acvr2b  
ndufs1  
zc3hc1  
clec4a4  
gcm1  
zbtb34  
ppl  
gm43473  
jag1  
gm5547  
cacna1f  
fasn  
man2c1  
aqr  
notch2  
mdn1  
itpka  
mcm3ap  
ighv5-17  
ighv5-16  
ighv5-12  
zfp568  
alox15  
gm3650  
cd300lb  
ddb1  
kdm3b  
iqgap2  
iqgap3  
dhx15  
shprh  
gm10552  
gm7848  
4632427e13rik  
cpsf2  
cpsf1  
mcub  
polr3a  
hip1r

acadvl  
gm30400  
au020206  
timd4  
mthfd1l  
cfh  
myo1e  
myo1d  
myo1c  
myo1b  
actl6a  
fnip1  
lpin1  
zfp85  
utr  
dync2h1  
iffo2  
myo19  
ighv8-8  
myo10  
ppp2r3a  
kntc1  
sptbn1  
bckdha  
cth  
serpine2  
ifi209  
ifi206  
ifi207  
ifi204  
rgsl1  
zcchc3  
gm4157  
4933424m12rik  
itfg2  
chm  
gm14221  
gdf3  
pcca  
xrcc6  
tpm3-rs7  
2810474o19rik  
sptbn2  
col12a1  
ikbkap  
ift122  
sis  
ighv3-6  
ptprz1  
slfn10-ps

pigr  
a2ml1  
lmbr1l  
sh3tc2  
ac161117.1  
adgrl3  
gabra2  
iars2  
herc2  
atp1a3  
dhx29  
mta3  
gm7839  
nkrf  
vwa8  
gpd2  
macf1  
8030453o22rik  
rnf40  
ubr3  
ubr2  
ubr1  
ubr5  
ubr4  
gm15107  
gas2l3  
sorcs3  
ac160122.1  
polr2b  
copb2  
brinp3  
gm21370  
snrnp200  
dna2  
cep295  
phka1  
cep290  
ciao1  
sbno1  
limch1  
cd300ld4  
cd300ld5  
cd300ld2  
cd300ld3  
ifi214  
ifi211  
gm38259  
uqcrc2  
ighv2-9-1  
pex5

gm26917  
gm42585  
gprasp1  
nup160  
tnxb  
tnxa  
pex14  
gm42031  
gmfg-ps  
mov10  
diaph1  
gm18752  
kyat3  
mcemp1  
pou5f2  
trim30e-ps1  
dbt  
tcaf1  
gm19938  
acox3  
mga  
clec4e  
gm17575  
atg2b  
abcg2  
gm7224  
dhx36  
zfp382  
bptf  
ythdc2  
sec16a  
igkv3-12  
h2-t-ps  
ac156572.1  
polr1a  
polr1b  
polr1c  
actr6  
ogdh  
cd300lf  
gldc  
ac159261.1  
dpysl3  
dbn1  
nup37  
lmo7  
olfr286  
ac116589.3  
gm44291  
cep41

cep350  
ank2  
ank3  
mrip-ps  
dus2  
gm5086  
slfn4  
tmod2  
arsa  
ighv1-55  
setx  
vprbp  
gm45697  
sytl2  
sptb  
bhmt-ps1  
lrrc40  
adamts15  
zfp712  
olfr716  
ado  
evpl  
ac153729.1  
tgm1  
scin  
stag3  
gm10693  
dnmt3a  
csad  
ac153954.1  
grid2  
nadsyn1  
e430014b02rik  
mex3d  
angpt4  
kif9  
ac155241.2  
gli3  
aplp2  
gm43845  
haus3  
4921527h02rik  
hp  
cgnl1  
gm15128  
flii  
cdc6  
luzp2  
gm8909  
acly

trim6  
hps3  
maats1  
ep400  
hps5

## Gene Functional Classification

Tool: DAVID

Input: 1448 macrophage translational signature genes

Classification stringency: Medium

Identified gene groups: 59

Comment: sorted by enrichment score

#### Gene Group 8

**Enrichment Score: 13.32**

#### Gene Group 9

**Enrichment Score: 13.08**

#### Gene Group 16

**Enrichment Score: 9.56**

**Gene Group 17**

**Enrichment Score: 9.1**

**Gene Group 18**

**Enrichment Score: 8.78**

**Gene Group 19**

**Enrichment Score: 7.7**

#### Gene Group 32

**Enrichment Score: 6.12**

#### Gene Group 33

**Enrichment Score: 6.09**

#### Gene Group 34

**Enrichment Score: 5.98**

#### Gene Group 42

**Enrichment Score: 4.62**

#### Gene Group 43

**Enrichment Score: 4.29**

#### Gene Group 44

**Enrichment Score: 4.09**

#### Gene Group 45

**Enrichment Score: 3.86**

#### Gene Group 49

**Enrichment Score: 3.63**

#### Gene Group 50

**Enrichment Score: 2.78**

## Functional Annotation Chart

Tool: DAVID

Input: 1448 macrophage translational signature genes

Criteria: DAVID:  $\geq 1.5$  fold enrichment, P-value  $< 0.05$

Identified terms: 994

Note: sorted by P-value

34 Genes from your list are not in the output

# Sup. Table 6

**Sup. Table 6:** Top 5 DAVID UP-TISSUE showing overrepresented genes in corresponding tissues/ cell types. Input: Mac<sup>TRAP</sup> kidney messages with an enrichment > 2 and P < 0.05.

## Functional annotation chart UP\_TISSUE

Tool: DAVID

Input: 1448 macrophage translational signature genes

Category: tissue expression

Note: sorted by P-value

## Functional Annotation Clustering

Tool: DAVID

Input: 1448 macrophage translational signature genes

Classification stringency: Medium

106 clusters with group enrichment score (GES)  $\geq 1$

**Annotation Cluster 28**

**Annotation Cluster 29**

**Annotation Cluster 47**      **Enrichment Score: 1.94**      **Count**      **P\_Value**

**Annotation Cluster 48**      **Enrichment Score: 1.92**      **Count**      **P\_Value**

**Annotation Cluster 71**      **Enrichment Score: 1.48**      **Count**      **P\_Value**

**Annotation Cluster 72**      **Enrichment Score: 1.46**      **Count**      **P\_Value**

## StringDB enriched biological processes

Input: top 300 enriched MacTRAP translational signatures

# Sup. Table 10

**Sup. Table 10:** Primers used for RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

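RNA-Seq libraries of 3 bound and 3 unbound fractions from kidneys of Mac TRAP mice aged 9 weeks were compared. The authors prepared the libraries with an ultra-low input protocol, mapped the reads to GRCm38 with Hisat2, sorted them with SAMtools, used an Ensembl annotation and analyzed the result with DESeq2. The authors deposited raw counts per gene, without normalization, for each library separately. The paper's text does not name the tool that counted the reads, or its handling of strand or of reads that fit several genes. Genes with near-identical copies (pseudogenes, immunoglobulin segments, *Lyz1* and *Lyz2*, interferon-inducible genes) are therefore uncertain.

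The deposited counts held 33786 genes, and 33685 of them were found in the GENCODE M21 annotation of GRCm38, which gave coordinates and coding lengths. Totals were between 30457044 and 42297270 counts per library. A group whose libraries all held at most 3 counts was taken to be at the floor, and a fold against it is a lower bound. Floors and totals cover counting error only.

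The main comparison was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM normalization, edgeR's default filter on low counts, no covariate and Benjamini-Hochberg adjustment over 19204 genes. CPM values are TMM-normalized. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. When the test was run on simulated counts with 200 changed genes among 18928 genes tested, it recovered 195 (97.5%) with 7 false calls. The changed genes were well-counted ones with changes larger than 2-fold, and all genes had the same dispersion. The share recovered therefore does not give the sensitivity for weaker changes, low counts or libraries as unequal as the deposited ones. Marker sets were tested with camera (limma 3.58.1, inter-gene correlation 0.01) over 18 sets with at least 3 genes past the filter. On simulated counts with 1 shifted set among 18, that set was recovered and no other was called. Genes were simulated independently of each other, so this run does not test how camera behaves when genes of a set vary together. Principal components used DESeq2 1.42.0. Transcripts of pseudogenes and olfactory receptor genes were aligned to those of coding genes with blastn 2.17.0 at 90% identity over at least 200 bases. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

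The series' own design text says that both fractions came from the same 3 mice, and the sample labels number the libraries 1 to 3 in each fraction, which is where the pairing comes from. As the study's methods name no block for mouse, the main comparison has none, and the result with the replicate number as a block is given beside it.

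The mapping of libraries to fractions, the test, its thresholds, the marker sets and all alternatives but the last were fixed before the data were examined. By then Sup. Table 1, which lists results from the same data, had been read, and the brush border and junction genes were picked with it in view. The alternatives were DESeq2's test with its size factors, DESeq2 with a normal prior on fold changes, RLE factors, library size only, no filter, at least 10 counts in every library, the replicate block, limma-voom, a test against a 2-fold change, ranking by fold change, and each library left out in turn. For the principal components they were rlog, log2 CPM with a prior count of 2, all genes past the filter and the 1000 most variable genes, and for the marker sets camera with estimated correlation, fry, library size only, the replicate block and 10000 random lists matched on mean expression. DESeq2 with fold changes shrunken after the fit was added after the data were seen, when both DESeq2 settings above had given other numbers of enriched genes than the paper's. It was the only setting added.

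Genes named in the text were chosen by a rule, which takes every gene the paper names for these data, the 10 largest changes in each direction past the threshold without overlap between the groups, and members of the marker lists. Outside this rule, *Cd93*, *Slco2b1*, *Myo15*, *Myo3b*, *Rpl10a*, *2610008E11Rik*, *Gm7224* and *Fbxo34* were named after their values were seen. A gene the paper names is not reported here. The macrophage set holds markers the paper names, so its p is not independent of the paper's calls. Families of actin genes were partly seen in Sup. Table 1. The podocyte and pericyte lists leave out genes because Sup. Table 1 lists them, which lowers these sets. *Plce1*, which the paper also lists as enriched, was kept in the podocyte list.

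Sup. Table 1 was joined to the deposited counts by the mean normalized count it lists, which DESeq2's size factors return, for 1360 genes, and by symbol for 86, while 2 were left out. For 5 genes the mean count belongs to another gene than the printed symbol, among them *Tgfbi*, which is printed as *Tgfb1*. Symbols of Sup. Tables 2 and 3 took the gene of the same symbol in Sup. Table 1 where it lists one.

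DAVID, STRING and Enrichr analyses were not repeated, and other published kidney macrophage data were not analysed here.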

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

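The test of whether messages of the actin cytoskeleton are retained whatever the cell type and the test of a constant share of a neighbour's reads were chosen only after the results were seen, and the brush border and junction genes were picked after reading Sup. Table 1.

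Genes of the epithelial brush border and of cell junctions, such as *Vil1*, *Myo7b*, *Cgn* and *Cgnl1*, stood out for 2 reasons. The paper does not discuss them, and 12 of the 13 past the filter were higher in bound fractions. The exception was *Espn*, with a log2 fold change of -0.40 and overlapping groups. Of 13 such genes past the filter, 11 were enriched, and the median log2 fold change of the set was 3.19, or between 3.15 and 3.25 under the other scalings. *Cgnl1* had a log2 fold change of 4.54 (standard error 0.46, adjusted p = 0.000630, edgeR's quasi-likelihood test), *Cgn* of 4.32 (standard error 0.50, adjusted p = 0.00129) and *Vil1* of 2.47 (standard error 0.31, adjusted p = 0.00189). Proximal tubule markers without a link to actin did not rise with them, and the difference in medians was 3.33 (two-sided permutation test over genes, p = 0.000110 from 100000 resamples). Longer messages might be captured more, but the median of the myosin heavy chain genes, 3.93, lay above the highest median of 10000 random lists matched on coding length and expression, 1.50. For the brush border and junction genes such a comparison would be fixed by their choice. A candidate explanation is that messages of the actin cytoskeleton are retained with the beads whatever the cell type, in addition to their expression in macrophages. The list was picked after reading Sup. Table 1 and holds genes it reports, though *Espn* is not among those. The difference of 3.33 therefore cannot separate this explanation from expression of the listed genes in the cells that carry the transgene.

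The olfactory receptor genes *Olfr787* and *Olfr57* stood out as genes the paper does not discuss with values in every bound library above every unbound library. They were at least 6.26-fold and at least 3.99-fold higher in bound fractions, at 0.539 ± 0.271 CPM (SD, n = 3) and 0.344 ± 0.0639 CPM (SD, n = 3), with 0 counts in each unbound library. Both lost an adjusted p under 0.05 in at least 1 fit that left out a library, with up to 0.0850 and 0.1004. Over all 18 olfactory receptor genes past the filter, 3 were enriched and 1 was depleted, with a median of 0.41 and an adjusted p of 0.419 (camera, with the replicate block 0.346, 0.0135 to 0.532 over the alternatives). Reads of a neighbouring gene were tested first. Of 2 genes within 40000 bp of *Olfr787* and 3 of *Olfr57*, none overlapped them and 0 were enriched, but 1 passed the filter, *2610008E11Rik* beside *Olfr57*, with a log2 fold change of 0.97 at an unadjusted p of 0.00660 (adjusted p = 0.0597). A constant share of the reads of this neighbour, as in the bound libraries, would give 19.6 counts of *Olfr57* over the 3 unbound libraries, where 0 were counted. As *Olfr57* stood out by having no counts there, this comparison is fixed by its choice, and reads of this neighbour were neither shown nor excluded. Reads shared with a similar enriched gene were tested next, and of 3 coding genes similar to *Olfr787* and 1 similar to *Olfr57*, 0 were enriched and none passed the filter on low counts. No biological explanation was tested.

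Annotated pseudogenes stood out because the paper does not discuss them and 50 of 3236 tested were enriched in bound over unbound libraries, with 65 on Sup. Table 1. If they share reads with a parent gene, parents of enriched pseudogenes should be enriched more often. The closest coding gene was itself enriched for 35 of the 40 enriched pseudogenes that have one (87.5%), compared with 37 of 2627 other pseudogenes (1.41%, two-sided Fisher's exact test, p = 4.20e-54). *Gm7224*, for example, had a log2 fold change of 5.29 and its closest coding gene *Fbxo34* of 5.37, at 96.1% identity. The share of 87.5% is in line with reads of the parents being counted on their pseudogenes. No biological explanation was tested.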

How the results depend on the processing

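The tests in this part were chosen before their results were seen, apart from DESeq2 with shrunken fold changes, which was chosen after seeing the data, and the set of brush border and junction genes, which was picked after reading Sup. Table 1.

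The number of enriched genes stayed within 1.5 times 1239 under DESeq2's test with its size factors (1573), DESeq2's normal prior (1417), RLE factors (1171), library size only (1260), no filter (1406), at least 10 counts in every library (1166), the replicate block (1190), limma-voom (1143) and shrunken fold changes (1448), but was 325 in a test against a 2-fold change. The number of depleted genes, 267, rose to 653 with DESeq2's test, 525 with its normal prior, 522 with shrunken fold changes and 570 with no filter, and was 0 in the test against a 2-fold change, with 183 at an unadjusted p under 0.05. At an adjusted p under 0.05 alone, 359 genes were lower, compared with 1235 for DESeq2's test and for shrunken fold changes, 1271 for the normal prior and 838 for no filter. With RLE factors in edgeR's test, 275 genes were depleted and 374 lower, so scaling by such factors alone did not give the rise. Which other part of DESeq2's test gave it, and why more genes were called with no filter, was not tested.

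Across the 6 fits that each left out one library, the number of enriched genes ran from 468 to 1409, of depleted genes from 6 to 419, of genes with an adjusted p under 0.05 that were higher from 473 to 1594 and lower from 6 to 421. Genes called from Sup. Table 1 ran from 466 to 1129, from Sup. Table 2 from 72 to 109 and from Sup. Table 3 from 242 to 611. The shared top 300 genes ran from 219 to 269 and the myosin heavy chain genes called from 20 to 22. Both enriched and depleted genes were fewest without bound replicate 2. Where no unbound library held more than 3 counts, as for *F13a1*, *Sh2d1b2* and *Ccl8*, the depth allows only a lower bound on the fold.

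The first component's share of the variance, 85.88%, fell to 72.67% with log2 CPM and 61.35% with all genes past the filter, and the second component's rose to 16.12% and 21.58%. Without one library in turn they ran from 79.17% to 94.47% and from 2.948% to 16.37%. The first component separated the groups in each of these settings and with rlog or the 1000 most variable genes.

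Of 18 marker sets, 7 passed an adjusted p of 0.05. With inter-gene correlation estimated from the data 0 passed, and 3 at an unadjusted p under 0.05. The adjusted p was then 0.290 for macrophage markers (3.09e-20 to 0.290 over the alternatives), 0.290 for myosin heavy chains (5.87e-29 to 0.290), 0.290 for brush border and junction genes (3.41e-14 to 0.290), 0.290 for other actin genes (2.08e-19 to 0.290), 0.329 for immunoglobulin genes (3.56e-07 to 0.329), 0.448 for dendritic cell markers (0.00257 to 0.448) and 0.532 for ribosomal protein genes (1.16e-17 to 0.532). With fry it was 0.0951 for dendritic cell markers and 0.164 for ribosomal protein genes, which no longer passed, and 0.0135 for olfactory receptor genes (0.0135 to 0.532 over the alternatives) and 0.0260 for podocyte markers (0.0260 to 0.329), which did. Podocyte markers also passed with the replicate block (0.0489). Against random lists matched on expression, the direction was reversed for B cell markers (adjusted p = 0.652, 0.356 to 0.817) and T cell markers (0.391, 0.391 to 0.997), neither past the threshold. The cause was not tested.

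Over 95 genes followed one by one, 763 values under the alternatives other than leaving out a library kept direction and side of the threshold, 33 in 14 genes became weaker, 43 in 10 genes became stronger and 0 reversed. With one library left out, 472 values kept both, 91 in 29 genes became weaker, 5 became stronger and 2 reversed. Both reversals were in *Rpl10a*, whose log2 fold change of -0.10 (adjusted p = 0.882) ran from -0.35 to 0.31. Genes under the filter of an alternative have no value there, such as *Itgam*, *Pparg* and *Ccl8* under at least 10 counts in every library.

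Other splits of the 6 libraries were compared with the real one. Of the 4 splits that part all 3 same-numbered pairs, 1 of the 4 gave as many enriched genes, 1 of the 4 as many depleted genes, 1 of the 4 as many genes with an adjusted p under 0.05 and 1 of the 4 as many myosin heavy chain genes, in each case the real split alone, while 2 of the 4 gave as many marker sets past the threshold. The other 6 splits part 1 pair each. All 9 other splits gave 0 genes with an adjusted p under 0.05, with 106 to 1143 at an unadjusted p under 0.05, compared with 5479 in the real split, and 2 to 11 marker sets. So few splits cannot give a share under 0.05.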

Differences from the paper's values

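DESeq2 with shrunken fold changes was chosen only after the results were seen, and the other settings before.

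The paper's folds by RT-qPCR (n = 5) come from samples that were not analysed here, and RNA-Seq gave smaller folds for the same genes. The paper's fold of *Cd68* is 97.8, compared with 18.8 by RNA-Seq, and that of *Csf1r* is 13.3, compared with 3.67. The paper's fold of *Mpeg1* is 45, compared with 7.93. For these genes none of the alternatives set before the data were examined closed the gap. The paper's fold of *Adgre1* is 30.5, compared with 17.6, and of the alternatives set before the data were examined only the fit without bound replicate 3, at 22.5, came within 1.5 times of it or within the replicate SD.

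Log2 fold changes were compared with those of Sup. Table 1 for 42 genes the paper names, and 2 differed by more than the replicate SD. For 41 of them, those without a lower bound, the largest difference from the listed value was 0.000513 with DESeq2's normal prior, and between 0.74 and 1.98 with the other alternatives set before the data were examined, over 36 genes where at least 10 counts in every library were required. Their listed adjusted p values lay within 1.02-fold of those with DESeq2's test. Shrunken fold changes, chosen after seeing the values, came as near in both. For *Ccl7* the paper lists 2.83, compared with 3.82. DESeq2 with its normal prior gave 2.83, the fit without bound replicate 1 gave 3.57 and that without unbound replicate 3 gave 3.36, within the replicate SD of the paper's value, and the other alternatives set before the data were examined did not reach it. For *Itgam* the paper lists 3.15, compared with 3.76, and of the alternatives set before the data were examined DESeq2 with its normal prior, at 3.15, was the one within the replicate SD.

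The paper counts 1448 enriched genes, compared with 1239. DESeq2 with its size factors gave 1573 and with its normal prior 1417. DESeq2 with shrunken fold changes gave 1448, and it was chosen after seeing these values, so reaching the paper's number is not an independent result. Of the genes in Sup. Table 1, 1127 were called, compared with 1446 with DESeq2's test, 1405 with its normal prior and 1320 with no filter. Of those in Sup. Table 3, 613 were called, compared with 847, 809 and 760 in the same settings. Shrunken fold changes, chosen after seeing the values, called as many of both lists as DESeq2's test.

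The paper reports *Pparg*, *Batf3* and *Nfatc1* as significantly enriched. *Pparg* had an adjusted p of 0.115 (0.0199 to 0.173 over the alternatives other than leaving out a library and 0.0680 to 0.322 with a library left out), and it was called with DESeq2's test (0.0212), its normal prior (0.0199), the replicate block (0.0405) and shrunken fold changes, a setting chosen after seeing the values. *Batf3* had 0.0664 (0.0215 to 0.108 over these alternatives and 0.0189 to 0.256 with a library left out), and it was called with DESeq2's test (0.0226), its normal prior (0.0215), in the fit without bound replicate 3 (0.0189) and with shrunken fold changes, a setting chosen after seeing the values. *Nfatc1* had a log2 fold change of 0.76 and an adjusted p of 0.0516 (0.0298 to 0.0842 over these alternatives and 0.0509 to 0.172 with a library left out). Its adjusted p was under 0.05 with DESeq2's test (0.0314), its normal prior (0.0298), at least 10 counts in every library (0.0492) and shrunken fold changes, a setting chosen after seeing the values, but its change was under 2-fold in every setting, with a highest log2 fold change of 0.84.

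Fig. 5C shows *Aqp1* and *Aqp2* as depleted. *Aqp2* had an adjusted p of 0.0979 (0.0330 to 0.165 over the alternatives other than leaving out a library and 0.0679 to 0.287 with a library left out), and its adjusted p was under 0.05 with DESeq2's test (0.0347), its normal prior (0.0330) and shrunken fold changes, a setting chosen after seeing the values. *Aqp1* had 0.0594 (0.0138 to 0.0821 over these alternatives and 0.0240 to 0.217 with a library left out), and its adjusted p was under 0.05 with DESeq2's test (0.0146), its normal prior (0.0138), no filter (0.0387), limma-voom (0.0496), in the fit without bound replicate 3 (0.0240), where its log2 fold change was -1.14, and with shrunken fold changes, a setting chosen after seeing the values. In the other settings *Aqp1* changed by less than 2-fold where its adjusted p was under 0.05.

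The paper lists *Cd93* and *Slco2b1* as enriched and shared between datasets, and they had adjusted p values of 0.0521 and 0.0570. Both were called with DESeq2's test, its normal prior, no filter, at least 10 counts in every library, in the fit without bound replicate 3 and with shrunken fold changes, a setting chosen after seeing the values. *Cd93* was also called with the replicate block, and *Slco2b1* with library size only.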

Other observations

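The tests of coding and untranslated length given each other and of GC content were chosen only after the relation with length was seen, as was the value of 0.1 below which a correlation was taken as near 0.

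The log2 fold change rose with the length of the coding sequence, from a median of -0.48 in the decile of coding genes with the shortest coding sequence, 111 to 525 bases, to 0.48 in the decile with the longest, from 3477 bases. The share of enriched genes rose from 3.81% to 19.6%. The rise remained among genes that were neither enriched nor depleted (Spearman's rho across genes, which are not independent replicates, 0.344) and without genes of the actin cytoskeleton (0.360). It was found in all 9 pairs of a bound with an unbound library, between 0.174 and 0.393. Libraries of one fraction differed too, with -0.315 for bound replicate 1 against 2, 0.185 for 1 against 3 and 0.363 for 2 against 3, and -0.0368 to 0.126 between unbound libraries. GC content leaves it in place, since the partial correlation given GC content was 0.371 (0.365 with the replicate block). Given untranslated length and expression it was 0.352, as longer coding sequences with more ribosomes could give. The partial correlation with untranslated length given coding length and expression was 0.0881, near 0. Unadjusted, the correlation with untranslated length was 0.122, above the value of 0.1. However, long non-coding RNAs, which are not translated, showed a correlation with transcript length of 0.240, compared with 0.224 for coding genes matched on expression. A difference in RNA integrity or in the length bias of library preparation could give the value of long non-coding RNAs, but would also act on untranslated length. Neither explanation was shown to account for both the partial correlations and the value of long non-coding RNAs, and the explanations cannot be told apart here.

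Immunoglobulin genes were enriched as a set, whereas the 6 other tested B and plasma cell markers had a median log2 fold change of -0.42. The difference in medians of 1.63 had a two-sided p of 0.0794 in a permutation test over genes, so RNA from B cells or plasma cells in bound fractions was neither shown nor excluded. Within the B cell list, *Cd79b* had a log2 fold change of 3.42 (adjusted p = 0.00249, edgeR's quasi-likelihood test) and *Ighm* of 2.93 (adjusted p = 0.00405).

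In fibrotic kidney and in skin, the paper reports eGFP-L10a in few neutrophils. By flow cytometry of blood from healthy mice, it found GFP in monocytes and none in neutrophils. Of 11 neutrophil markers found in the deposited counts, 4 passed the filter, with a median log2 fold change of 0.22, and *Csf3r* was enriched at 2.28 (adjusted p = 0.0395, with the replicate block 0.0773). Macrophage markers exceeded them by 3.58 in the median (two-sided permutation test over genes, p = 0.00107). With so few markers past the filter, transgene expression in some neutrophils could not be excluded.

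Of 81 ribosomal protein genes, 80 had a lower mean in bound fractions, 4 were depleted and the median log2 fold change was -0.76 (camera, adjusted p = 3.49e-16, with the replicate block 5.93e-15, 1.16e-17 to 0.532 over the alternatives). The median stayed negative under the other scalings, between -0.79 and -0.68. Random lists matched on coding length and expression had a median of -0.40.

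*CT010467.1*, a ribosomal RNA gene, took between 0.467% and 8.49% of the counts, and the 10 genes with the most counts took 21.5% in unbound replicate 3, compared with 12.0% and 11.9% in the other unbound libraries. The TMM factor of unbound replicate 3 was 0.864, and those of the other libraries were between 0.981 and 1.07.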
